# The landscape of multiscale transcriptomic networks and key regulators in Parkinson’s disease

**DOI:** 10.1038/s41467-019-13144-y

**Published:** 2019-11-20

**Authors:** Qian Wang, Yuanxi Zhang, Minghui Wang, Won-Min Song, Qi Shen, Andrew McKenzie, Insup Choi, Xianxiao Zhou, Ping-Yue Pan, Zhenyu Yue, Bin Zhang

**Keywords:** Transcriptomics, Synaptic transmission, Regulatory networks, Parkinson's disease

## Abstract

Genetic and genomic studies have advanced our knowledge of inherited Parkinson’s disease (PD), however, the etiology and pathophysiology of idiopathic PD remain unclear. Herein, we perform a meta-analysis of 8 PD postmortem brain transcriptome studies by employing a multiscale network biology approach to delineate the gene-gene regulatory structures in the substantia nigra and determine key regulators of the PD transcriptomic networks. We identify *STMN2*, which encodes a stathmin family protein and is down-regulated in PD brains, as a key regulator functionally connected to known PD risk genes. Our network analysis predicts a function of human *STMN2* in synaptic trafficking, which is validated in *Stmn2*-knockdown mouse dopaminergic neurons. *Stmn2* reduction in the mouse midbrain causes dopaminergic neuron degeneration, phosphorylated α-synuclein elevation, and locomotor deficits. Our integrative analysis not only begins to elucidate the global landscape of PD transcriptomic networks but also pinpoints potential key regulators of PD pathogenic pathways.

## Abstract (web summary)

Parkinson’s disease (PD) is characterized by neurodegeneration associated with loss of dopaminergic (DA) neurons and deposition of Lewy bodies. Here, Wang et al. use co-expression network analysis to pinpoint disease pathways and propose reduced expression of STMN2 as a cause of presynaptic function loss in PD.

## Introduction

Parkinson’s disease (PD) is a common neurodegenerative disorder characterized pathologically by the loss of dopaminergic (DA, or tyrosine hydroxylase positive, TH+) neurons in the substantia nigra (SN) and the presence of Lewy bodies and Lewy neurites in affected brain regions. Previous research has identified over 20 PD causal mutations in *SNCA, LRRK2, VPS35, PINK1, DJ-1, Parkin, FBXO7, DNAJC6, ATP13A2, DCTN1*, and *SYNJ1* (for review, see ref. ^1^ and MDS Taskforce database: www.mdsgene.org). Tremendous effort has been made to characterize the functions of these genes. For example, *SNCA* has been reported to be localized at presynapse through lipid-raft binding^2^ and play a role in vesicular trafficking^3^. *LRRK2* has been implicated in a variety of cellular processes, including autophagy^4^, mitochondrial function^5^, and vesicular trafficking^6^. *VPS35* is a core component of the retromer complex responsible for the retrograde transport of proteins in endosomes to the trans-Golgi network^7^. These PD genes are involved in multiple cellular pathways, including ubiquitin–proteasome degradations, chaperone activities and endosomal–lysosomal dynamics, as well as mitochondrial maintenance and mitophagy^1^.

However, genetic variants account for ~20% of PD cases^8^, while the etiology of the majority or sporadic cases is largely unclear. Idiopathic PD is believed to result from the complex interplay among multiple genes and environmental factors. Exposure to particular pesticides is associated with increased risk of PD^9^, while caffeine consumption can reduce PD risk^10^. Thus, large-scale epidemiological longitudinal data are needed to truly evaluate the risks of PD. Furthermore, genome-wide association studies (GWAS) have so far reported 41 PD-associated risk loci in various cohorts^11–13^, yet translation of the findings into biological understanding remains a major challenge and requires better and innovative tools to dissect the molecular mechanisms of PD.

The development of high-throughput molecular profiling techniques has advanced the research of complex diseases with detailed regulatory machineries hidden underneath. Gene network analysis has been extensively utilized as an unbiased approach to identify gene co-expression/co-regulation patterns in higher organisms for discovery of novel pathways and gene targets in various biological processes and complex human diseases^14–23^. For example, our previous study integrated large-scale genetic and gene expression data as well as clinical and pathological traits into multiscale network models of Alzheimer’s disease (AD)^16^, and several predicted key regulators of AD pathogenesis such as *TYROBP, DTL/CDT2*, and *GJA1* were subsequently validated in various model systems^24–27^. However, such network biology approaches have not been applied to PD research yet due to the lack of molecular profiling data from a large number of postmortem brain samples. As a result, little is known about the global as well as local structures of gene interactions and regulations in PD, thus hindering our understanding of idiopathic PD.

In this study, we develop multiscale gene network models of PD based on an ensemble of all the existing human brain gene expression data sets in PD followed by a comprehensive functional validation of a top key regulator. We identify a neuron-specific synaptic signaling gene module most associated with PD and pinpoint *STMN2* as one top key regulator of the module. Knockdown of *Stmn2* in mouse DA neurons leads to impaired synaptic vesicle (SV) endocytosis. Knockdown of *Stmn2* in the mouse SN further causes DA neuron loss, increased α-synuclein phosphorylation, and locomotor deficits. The network models not only shed a light on the global landscape of molecular interactions and regulations in PD but also reveal detailed circuits and potential key regulators of PD pathogenic pathways for further experimental investigation.

## Results

### An integrative multiscale network biology framework for PD

We employed an integrated network biology framework to systematically model a large transcriptomic data set in PD (Supplementary Fig. 1a). By searching the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) database using Parkinson’s Disease and human substantia nigra as key words, we collected gene expression data from eight human PD studies^28–32^ (Supplementary Table 1). The curated gene expression data went through log2 transformation, quantile normalization, and correction for known covariates by a linear regression model. The differentially expressed genes (DEGs) between the case and control groups were identified by a meta-analysis followed by Benjamini–Hochberg (BH) correction. Gene ontology (GO) analysis was performed on the DEGs to identify dysregulated pathways in PD. The expression data from all the PD samples in the collection were merged into a global PD expression data set (*n* = 83) by Z-score transformation, and the same process was applied to the control samples (*n* = 70). The batch effect of these studies was removed by Z-score transformation as shown in Supplementary Fig. 1b. Subsequently, Multiscale Embedded Gene co-Expression Network Analysis (MEGENA)^20^ was performed on the global PD and control data sets separately. The co-expressed gene modules in the global PD network were then characterized by their enrichment for the PD DEGs and the cell-type specific markers^33,34^. In parallel, we constructed the module-based Bayesian regulatory networks (BN)^35,36^ to infer the regulatory relationships among the genes in each gene module. Key network hub genes in the top-ranked module were further prioritized based on differential expression and network neighborhood enrichment of the PD DEGs for experimental validation.

### PD DEGs are enriched for disease-associated pathways

We identified 946 DEGs between the PD and control groups in the meta-analysis of the eight curated data sets at 5% FDR and standard mean difference (SMD) >0.5 (Supplementary Data 1). To investigate whether the DEGs identified were associated with the clinical traits, we performed a separate meta-analysis to identify DEGs by excluding GSE49036^28^, which was the only data set in our collection with a complete clinical assessment and a sufficient number of samples for correlation analysis. This separate analysis yielded 420 DEGs (Supplementary Data 2), and 1,633 genes correlated with Braak score (Supplementary Data 3) and there was a significant overlap between the negative Braak-correlated genes (BCGs) and the downregulated DEGs (multiple-testing corrected Fisher’s Exact Test (cFET) *p* = 2.7E-54, 5.7-fold enrichment (FE)) as well as between the positive BCGs and the upregulated DEGs (cFET *p* = 9.5E-05, 4.3 FE) (Supplementary Fig. 2a, b), suggesting the robustness of meta-analysis to identify DEGs associated with disease progression. Therefore, we focused on the 946 DEGs identified in the meta-analysis of the eight curated data sets for the downstream analysis. Gene Ontology (GO) analysis (Supplementary Data 4) showed that the downregulated DEGs were enriched for synaptic function and metabolism-related GO terms, such as synaptic signaling, synaptic vesicle cycle, and organophosphate metabolic process, indicating that neuronal activity particularly neurotransmission was impaired in PD, while the upregulated DEGs were associated with spinal cord development and embryonic digit morphogenesis. These DEGs are largely consistent with the previously published meta-analyses in PD postmortem brains. Glaab and Schneider applied protein–protein interaction network (PPIN)-based enrichment analysis to identify synaptic transmission and dopamine metabolism as the top disrupted pathways in PD^37^. In Oerton and Bender’s analysis, 21 of the 32 top-ranked downregulated genes and 2 of the 11 top-ranked upregulated genes were present in our meta-analysis with consistent regulation (cFET *p* = 5.9E-19, 11.6 FE and cFET *p* = 0.02, 12.3 FE, respectively)^38^. Zheng et al. showed that electron transport chain, oxidative phosphorylation and metabolic pathways were most affected in PD^32^. Taken together, our meta-analysis provides a PD DEG signature that extends the published work for further analysis.

### PD MEGENA modules show cell-type-specific features

A total of 90 parent-child modules with module size >50 were identified from the global PD data set using MEGENA (Fig. 1a). These modules were then rank-ordered by their relevance to PD (Fig. 1b; Supplementary Table 2) which was calculated from the enrichment for the above identified DEGs (Fig. 1c), PD GWAS hits downloaded from GWAS catalogue (https://www.ebi.ac.uk/gwas/) and an independent set of PD genes curated from the Kyoto Encyclopedia of Genes and Genomes (KEGG hsa05012). Each module was annotated by the most significantly associated GO term (Fig. 1e for major pathways; for the complete list, see Supplementary Data 5).

**Fig. 1:**
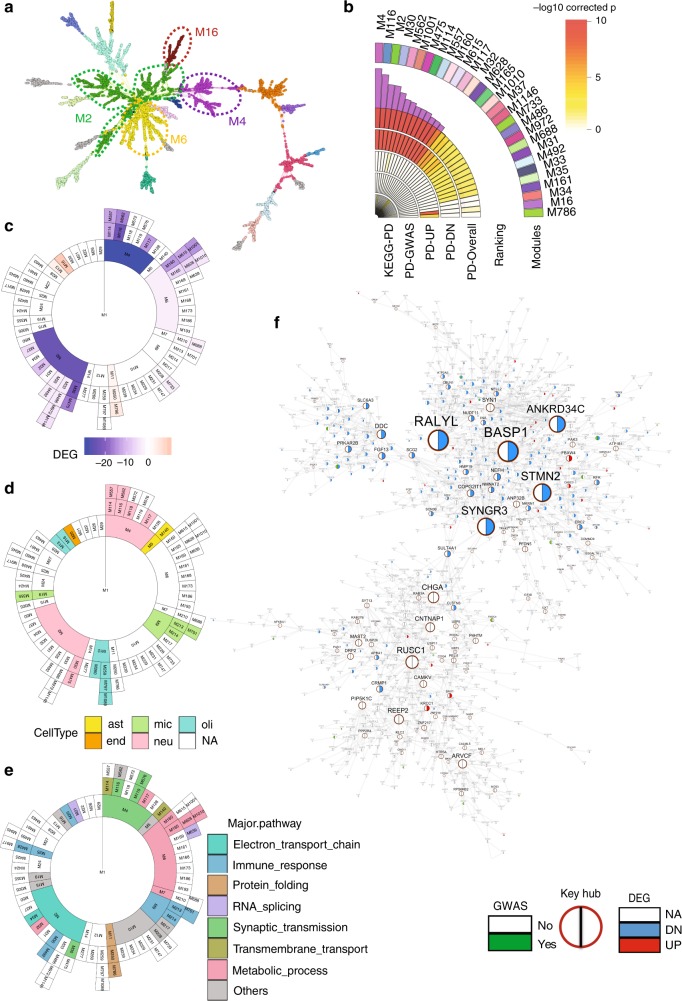
Gene co-expression modules associated with PD. **a** A global MEGENA network. The modules at one particular compactness scale are represented by different colors. Four parental modules (M4, M2, M6, and M16) most associated with PD are highlighted. **b** The top 30 MEGENA modules most enriched for the PD-related gene signatures including the PD DEGs, the PD GWAS genes, and the genes in the KEGG PD pathway. **c** Enrichment of the DEGs of PD in all the MEGENA modules. Color intensity is proportional to −log10(corrected FET *p*-value). **d** Enrichment of cell-type-specific gene signatures in all the MEGENA modules. Color intensity is proportional to −log10(corrected FET *p*-value). **e** Major pathways associated with the MEGENA modules. **f** The top-ranked module M4 is highly enriched for the downregulated DEGs in PD and the neuron-specific gene signatures. Key regulators are highlighted in burgundy circles. The pie chart of each node indicates whether it is a DEG or GWAS gene. The size of a node is proportional to the node connectivity in the MEGENA network

As the central nervous system (CNS) is composed of multiple types of cells with distinct contributions to PD pathogenesis and progression, we examined the cell-type specificity of the modules using the gene signatures of six major brain cell types, including neurons, astrocytes, microglia, endothelial cells, oligodendrocyte precursor cells (OPC), and oligodendrocytes generated from the human brain^33,34^ (Fig. 1d; Supplementary Data 6). The results reflected the cell-type-specific functional modules of highly coordinated molecular dysregulations in PD. The module M4 was ranked as the top for its most significant enrichment of the overall PD DEGs (cFET p = 7.9E-26, 2.3 FE) and downregulated DEGs (cFET *p* = 2.7E-29, 2.7 FE) followed by its three child module branches M116-M562, M114-M557, and M117. M4 was associated with synaptic signaling (cFET *p* = 7.7E-05, 2.1 FE) and enriched for neuron-specific markers (cFET *p* = 6.2E-28, 3.9 FE). The other branches of the top-ranked modules included the M2 branch (M30-M475 and M32) and the M6 branch (M160-M615-M1001 and M165-M628-M1010). The M2-M30-M475 branch was also associated with synapse-related functions and enriched for neuron-specific markers (Supplementary Table 2; Supplementary Data 4). This is not surprising as multiple PD risk genes are associated with synaptic transmission, such as *LRRK2* and *SYNJ1*^6^. The M32 and M6-M160/M165 branches, although not showing any cell-type specificity, were significantly enriched for the downregulated PD DEGs and associated with electron transport chain and complex metabolic process, respectively, suggesting shared disease mechanisms across different cell types. On the other hand, M16 was most significantly enriched for the upregulated PD DEGs (Fig.1c) and the oligodendrocyte-specific markers (Fig. 1d; Supplementary Table 2), suggesting that oligodendrocytes play a significant role in the disease progression. The KEGG PD pathway (hsa05012) comprised 142 genes was enriched for the downregulated genes in PD (cFET *p* = 2.1E-07, 3.8 FE) and most enriched in the M2-M32 and M165-M628-M1010 branches (Supplementary Table 2).

### Key regulators of the top module are dysregulated in PD

To better understand the PD network, we investigated the underlying network topological structures of the top module, the neuron-specific M4 that was comprised of 947 genes and was enriched for the downregulated DEGs (Fig. 1f). As the links in the MEGENA network were undirected and represented gene co-expression or co-regulation, we further constructed a module-based BN using the same set of gene expression profiles from the PD patients to infer the potential regulatory relationships among genes, as we did in the previous study of AD^16^. Distinct from co-expression networks which are built upon correlations in the linear space, BNs are able to capture nonlinear relationships due to the data discretization and modeling on categorical distributions. Thus, BN can be used in complement to MEGENA for candidate discovery and prioritization. Network hubs identified in both the MEGENA network and the BN are likely to be more robust than those identified by a single network. We identified 33 and 45 key regulators of M4 by MEGENA and the key driver analysis (KDA) of the M4-based BN, respectively. The two sets of regulators shared 16 genes including 10 downregulated and 1 upregulated genes in PD in comparison with the normal control. We then rank-ordered these key regulators based on their enrichment of the PD DEGs in their two-layer network neighborhoods. The network neighborhood of a given gene refers to the genes that are *N*-layers (*N* = 1, 2, …) away from the gene in a given network. We identified *RALYL, BASP1, ANKRD34C, STMN2*, and *SYNGR3* as the top five key regulators of M4 by combining the rankings from both the MEGENA network and the M4-based BN (Supplementary Table 3). We hypothesize that perturbation of these key regulators of M4 could potentially influence the gene networks and ultimately introduce PD-like phenotypes. To further prioritize the key hub genes for experimental validation, we examined their differential expression in the human SN (Supplementary Fig. 4) and in different cell types in the adult mouse SN^39^. All of five top key regulators were downregulated in the human SN with PD, while only *Stmn2* and *Syngr3* had a preferable expression in the DA neurons over the other neuronal subtypes in the adult mouse SN (Supplementary Table 4). *Syngr3* homozygous knockout mice demonstrated a significant decrease in locomotor activity compared with their age- and sex-matched controls (Supplementary Fig. 5e, data downloaded from https://www.mousephenotype.org) and *Syngr3* mediated presynaptic dysfunction induced by Tau^40^, which was consistent with our prediction that *Syngr3* was involved in neurotransmitter transport (Supplementary Data 7). Therefore, we selected *STMN2* for further functional investigation.

### Network-specific functional annotation of PD GWAS genes

The links between the genes in the MEGENA network suggest high correlation and potential co-regulation in similar biological processes. Therefore, the network neighborhoods can be used to annotate biological functions of the known PD risk genes. The PD MEGENA network includes 125 known PD GWAS genes curated in the GWAS catalog (https://www.ebi.ac.uk/gwas/). For each GWAS gene, we assigned the top pathway enriched in its two-layer network neighborhood as the putative annotation (Supplementary Data 8). For example, *AAK1* was predicted to be associated with synaptic signaling (cFET = 0.023, 4.4 FE), and indeed it was reported to regulate clathrin-mediated endocytosis^41^. Such contextual annotation of the PD GWAS genes can be applied to any gene in the network to understand their disease-specific function. For example, *STMN2*, one top hub in M4 and a known regulator of microtubule dynamics^42–44^, was predicted to be highly associated with synaptic signaling according to our network based annotation (cFET *p* = 1.9E-04, 4.4 FE; Supplementary Data 7).

In addition, we examined how the network neighborhood of each PD GWAS gene was enriched for the PD DEG signature (Fig. 2a; Supplementary Data 9). Strong enrichment indicates more functional involvement in PD pathogenesis beyond the implicated genetic association with the disease. The top GWAS genes whose network neighborhoods were most significantly enriched for the genes downregulated in PD versus control were *INPP5F, GCH1*, and *RIT2* (Fig. 2b–d) and the latter two were downregulated in PD (Supplementary Data 1). The top two GWAS genes, whose network neighborhoods were highly enriched for the genes upregulated in PD, were *BAG3* (Fig. 2e), which was upregulated in PD, and *BDNF* (Fig. 2f), which was downregulated in PD (Supplementary Data 1). *STMN2* fell into the neighborhood of *INPP5F* (Fig. 2b). Although *STMN2* is not a known genetic risk factor for PD, our results indicate that *STMN2* is functionally linked to some PD risk genes and potentially plays a critical role in mediating molecular alterations in PD.

**Fig. 2:**
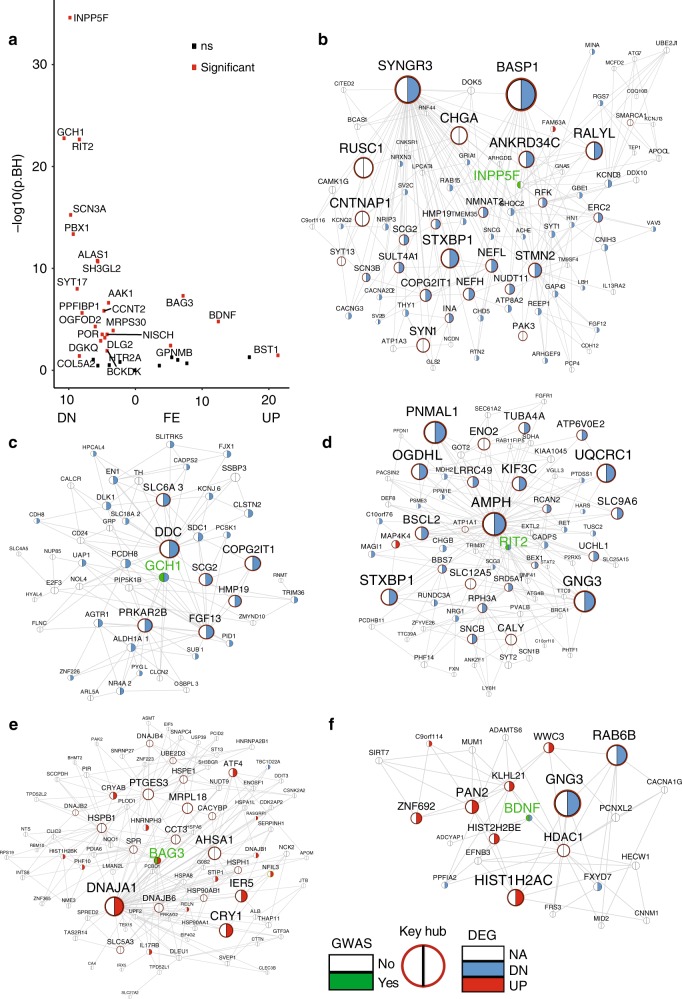
The subnetworks of the top-ranked PD GWAS genes. **a** Enrichment of the PD DEGs in the network neighborhoods of a subset of the PD GWAS genes. **b**–**e** The network neighborhoods of *INPP5F, GCH1, RIT2, BAG3,* and *BDNF*, respectively. The pie chart of each node indicates whether it is a DEG or GWAS gene. The size of a node is proportional to the node connectivity in the MEGENA network

### *Stmn2* knockdown causes presynaptic dysfunction in DA neurons

*Stmn2* is known to regulate microtubule dynamics, axon formation and neurite outgrowth during development^42–44^ and regeneration after injury^45^, while we predict that *Stmn2* may regulate presynaptic activity in PD (Supplementary Data 7). To test the hypothesis, we employed a live cell imaging assay utilizing pHluorin (described in the Methods section) in cultured midbrain DA neurons where *Stmn2* was highly expressed^39^ (Supplementary Fig. 5a, b). pHluorin is a variant of green fluorescence protein (GFP) sensitive to pH. When targeted to the acidic lumen of synaptic vesicles, pHluorin is quenched but fluoresces upon exocytosis when exposed to the extracellular buffer (pH 7.4). Conjugating pHluorin to vesicular transporters, such as vesicular glutamate transporter 1 (vGLUT1) or vesicular monoamine transporter-2 (vMAT2) was used to examine synaptic vesicle kinetics in a quantitative manner^46–48^. DA neurons expressing CMV-vMAT2-pHluorin were recorded at 9–11 days after *Stmn2*-shRNA transfection. *Stmn2*-shRNA-treated DA neurons demonstrated impaired SV endocytosis after and during stimulation compared with scrambled shRNA-treated DA neurons (Fig. 3a, c), while the exocytosis was not significantly affected (Fig. 3a, b). We also observed enlarged boutons in *Stmn2* knockdown DA neurons where the pHluorin assay was recorded (Fig. 3d, e), while no obvious degeneration of the soma or cell death was seen at the time of recording. Interestingly, bouton size was not significantly affected in the cultured TH-negative neurons (Supplementary Fig. 5d, e). Our data thus corroborate the network based prediction and points to a key role of *STMN2* in regulating presynaptic activity.

**Fig. 3:**
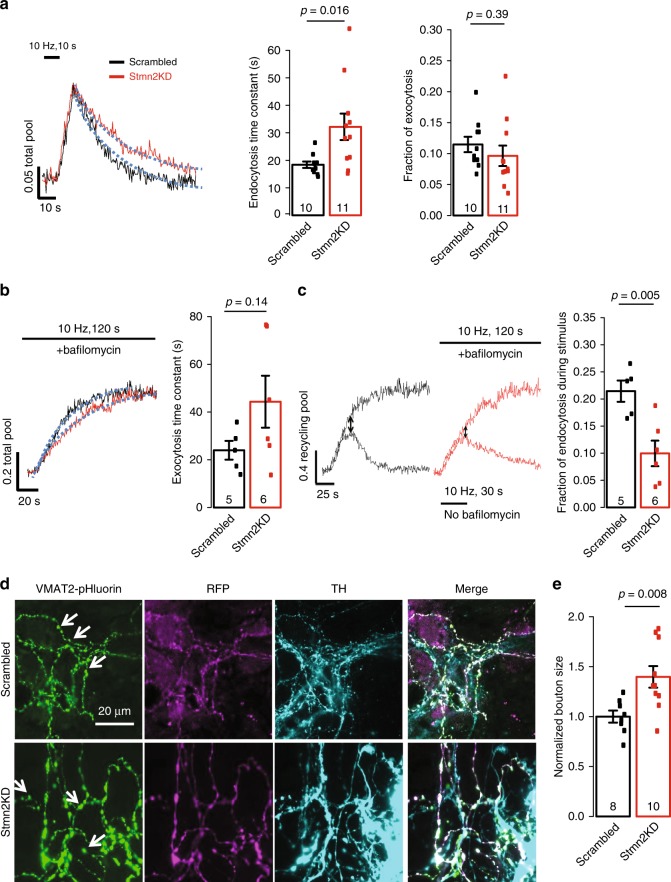
pHluorin assay in cultured DA neurons with *Stmn2* knockdown. **a** SV endocytosis and exocytic fraction in midbrain DA neurons with or without *Stmn2* knockdown. Two-sided Student’s *t* test for two-group comparison. *t* = −2.6572, df = 19, *p*-value = 0.01556 for endocytosis time constant, which is the τ of the fitted one-phase exponential decay indicated by the blue dash line; *t* = 0.87198, df = 19, *p* = 0.3941 for exocytic fraction, which is the normalized peak height. **b** SV exocytosis in midbrain DA neurons with or without *Stmn2* knockdown. The exocytosis time constant is the τ of the fitted one-phase exponential decay indicated by the blue dash line. This is a subset of neurons recorded in (**a**). Two-sided Student’s *t* test for two group comparison. *t* = −1.6213, df = 9, *p*-value = 0.1394. **c** SV endocytosis during stimulation in midbrain DA neurons with or without *Stmn2* knockdown as indicated by the arrows in **c**. This is a subset of neurons recorded in (**a**) and the same neurons in (**b**). Two-sided Student’s *t* test for two group comparison. *t* = 3.6414, df = 9, *p*-value = 0.005389. *N* indicated in each experiment. **d** Immunostaining of VMAT2-pHluorin, RFP tag of Stmn2-shRNA plasmid, and TH of recorded DA neurons treated with scrambled or *Stmn2*-shRNA. Arrows pointed to representative boutons. **e** Quantification of bouton sizes in scrambled and *Stmn2*-shRNA-treated TH + neurons. Two-sided Student’s *t* test for two group comparison. *t* = 3.2224, df = 16, *p*-value = 0.008433. All data are present as mean ± SEM. Source data are provided as a Source Data file

### Knockdown of *Stmn2* perturbs *STMN2*-centered subnetworks

We then sought to validate in vivo whether the perturbation of *STMN2*, one of the top key regulators in the top-ranked module M4 would preferentially induce changes of the gene expression in *STMN2*’s network neighborhoods as well as *STMN2*-correlated genes in PD. To mimic the decreased *STMN2* expression in PD brains (Supplementary Fig. 4), we performed genetic knockdown in mouse brains with a red-fluorescent-protein (RFP)-tagged Adeno-associated virus (AAV2/1) containing the validated *Stmn2* shRNA sequence. After confirmation of the knockdown efficiency in N2A cells and wild-type mouse brains (Supplementary Fig. 6), we performed a unilateral injection of the virus into the right SN of 2-month-old male C57BL/6J mice. The injected mice were sacrificed at 1 month post injection, and the infected SN was isolated for RNA sequencing. 

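RNA from the injected midbrain of 7 male mice was sequenced, 3 that received scrambled AAV and 4 that received *Stmn2*-shRNA AAV, with 1 library per mouse. A short hairpin RNA (shRNA) directs the degradation of the transcript it matches, and the scrambled shRNA served as the control. The mice were injected at 2 months of age and the tissue was taken at 3 months. Ribosomal RNA was depleted and the libraries were sequenced from both ends. The authors aligned the reads with STAR and deposited the number of read pairs counted on each gene of each mouse, without normalization. Read pairs with more than one position in the genome contributed 0 counts in every library. The larger of the 2 strand counts held 50.0% of the read pairs, so the libraries were not strand-specific and the counts of both strands were used together. Between 25608314 and 34835260 read pairs per mouse were counted on genes, with a median of 30594150 in the scrambled shRNA mice and 29836500 in the *Stmn2* shRNA mice (two-sided exact permutation test of the means, p = 0.857). Of the mapped read pairs, 24.7% to 36.4% lay outside genes in the scrambled shRNA mice and 27.8% to 38.9% in the *Stmn2* shRNA mice (two-sided exact permutation test, p = 0.514). The unmapped share was 17.1% ± 1.08 (SD, n = 3) in the scrambled shRNA mice and 19.1% ± 0.502 (SD, n = 4) in the *Stmn2* shRNA mice (two-sided exact permutation test, p = 0.0571). With 3 mice against 4, 0.0571 is the smallest two-sided p a permutation test allows, so this test could not reach p < 0.05 for any measure. Of the 24411 genes listed by symbol, the 18634 kept by edgeR's filter on low counts were tested. Counts were normalized by edgeR's TMM method and scaled to library size (CPM), and the groups were compared with edgeR's likelihood-ratio test and Benjamini-Hochberg adjustment. A gene was called upregulated or downregulated at the paper's thresholds, FDR < 0.05 and fold change > 1.2. The titles of the mice carry a number from 69 to 72, and 3 of these numbers are shared by one mouse of each group. What the number stands for is not stated in the labels, so the pairing was taken from the labels alone and tested as a replicate block. *Stmn2* shRNA mouse 2 shares its number with no other mouse and so does not inform the comparison in the block fit. That fit also has fewer residual degrees of freedom, so fewer calls with it can follow from the design alone. Across genes, the deviations of same-numbered mice from their group means had a mean correlation of −0.555, against 0.185 for the other pairs of mice from different groups. Deviations from a group mean add up to 0 within the group, so the 2 values depend on each other. All 24 ways to pair the scrambled shRNA mice with *Stmn2* shRNA mice gave a value at least as high as that of the title numbers. Genes are not independent replicates, and no p was computed for these correlations.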

DEG analysis identified 527 upregulated and 115 downregulated genes caused by *Stmn2* knockdown (fold change > 1.2 and FDR < 0.05; Fig. 4a; Supplementary Data 10). 

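In the deposited counts, edgeR's likelihood-ratio test called 221 differentially expressed genes, 200 upregulated and 21 downregulated in the *Stmn2* shRNA mice. All 4 *Stmn2* shRNA mice lay on one side of all 3 scrambled shRNA mice for 198 of the upregulated genes and for the 21 downregulated genes. At an unadjusted p under 0.05 there were 1816 genes, 1247 with a rise and 569 with a fall, where 931.7 would be reached by chance. The edgeR quasi-likelihood test called 0 genes, with a smallest adjusted p of 0.114 and 2685 genes at an unadjusted p under 0.05. With the title number as a replicate block, a pairing taken from the labels, 34 genes were upregulated and 1 was downregulated, and the pairing check gave the mean correlation of −0.555 between same-numbered mice. Among the 8 splits of the 7 mice that part the same 3 same-numbered pairs, the real split included, 2 gave at least 200 upregulated genes and 4 gave at least 21 downregulated genes. Of the 642 genes in Supplementary Data 10, 641 matched a tested gene by symbol. All 641 changed in the same direction here and had an unadjusted p under 0.05, and 209 of them were called. The log2 fold changes differed from the paper's listed values by a median of 0.014, and by 0.40 at most. Among called genes that separated the groups, the largest rises were those of *Jchain*, with a log2 fold change of 5.78 (standard error 0.74, adjusted p = 2.44e-06), *Mzb1*, with 4.28 (standard error 0.46, adjusted p = 5.17e-12), and *Gpnmb*, with 3.88 (standard error 0.65, adjusted p = 1.74e-04). *Slpi* followed with 3.79 and *H2-M2* with 3.77, although *H2-M2* in *Stmn2* shRNA mouse 3 was at 0.71 log2 CPM, against 3.34 to 3.73 in the other *Stmn2* shRNA mice. The largest falls were those of *Stmn2* at −1.20, *Tcf24* at −1.06, *Lrrc26* at −0.98, *Nts* at −0.96 and *Fdps* at −0.80.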

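*Stmn2* lies on chromosome 3 from 8509360 to 8561606 of GRCm38 (GENCODE M21), on the plus strand. Its normalized count was 231 ± 30.1 CPM (SD, n = 3) in the scrambled shRNA mice and 100.3 ± 31.5 (SD, n = 4) in the *Stmn2* shRNA mice. The log2 fold change was −1.20 (standard error 0.25, adjusted p = 3.93e-04 from edgeR's likelihood-ratio test), which left 43.5% of the mean of the scrambled shRNA mice. Every *Stmn2* shRNA mouse had a lower count than every scrambled shRNA mouse (two-sided exact permutation test, p = 0.0571, the smallest p that 3 mice against 4 allow). With each mouse left out in turn, the log2 fold change stayed between −1.43 and −1.08. The fall no longer passed the threshold in the quasi-likelihood test (adjusted p = 0.164). Under the replicate block, whose pairing is taken from the labels, it was −1.15 (adjusted p = 0.167, mean correlation of same-numbered mice −0.555). Among the 21 downregulated genes, *Stmn2* had the lowest log2 fold change, and by p it ranked at position 4 of all genes with a fall. A further 21 tested genes that were not called had a lower log2 fold change than *Stmn2*. In Supplementary Data 10, the paper's log2 fold change for *Stmn2* is −1.19, the lowest in that table. The other stathmin genes had log2 fold changes of −0.11 for *Stmn1*, −0.37 for *Stmn3* and 0.062 for *Stmn4*, with adjusted p of 0.917, 0.198 and 0.971, and *Stmn4* changed sign with the block (−0.055).

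**Figure D1:**
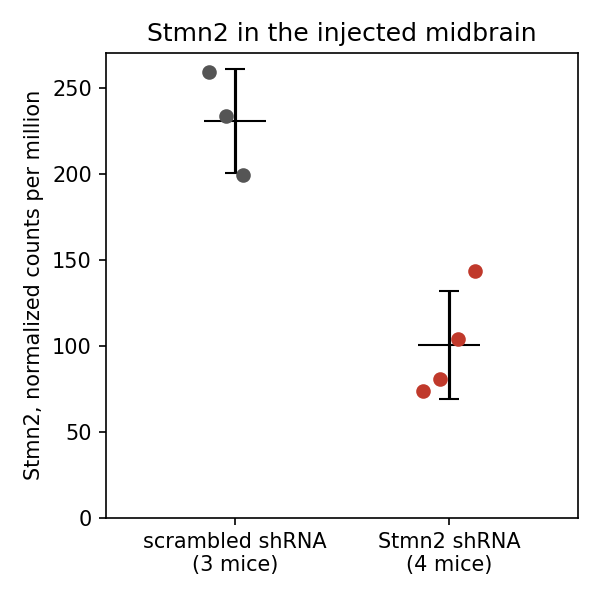
*Stmn2* counts normalized for library size, in CPM on the vertical axis, for the scrambled shRNA mice (n = 3) and the *Stmn2* shRNA mice (n = 4), with a point per mouse and the mean and SD of each group. The group means are 231 and 100.3 CPM, and every *Stmn2* shRNA mouse sits below every scrambled shRNA mouse.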

*Stmn2* itself was most downregulated, indicating the knockdown efficiency. 

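Sterol biosynthesis was examined through the 20 enzymes that lead from acetoacetyl-CoA to cholesterol, in place of the paper's annotation sets, which were not used here. The sterol biosynthesis enzymes among downregulated genes numbered 8, a fold enrichment of 355 over the 18634 tested genes (one-sided Fisher's exact test, p = 7.07e-20). The mean log2 fold change of the list was −0.48, and 18 enzymes had a fall at an unadjusted p under 0.05. The largest falls were those of *Fdps*, with a log2 fold change of −0.80 (standard error 0.14, adjusted p = 1.21e-05), and *Idi1*, with −0.69 (standard error 0.19, adjusted p = 0.0263). *Fdft1* fell by 0.68 on the log2 scale (adjusted p = 2.59e-04), with *Stmn2* shRNA mouse 1 at 5.71 log2 CPM and the other *Stmn2* shRNA mice at 5.99 to 6.04. *Msmo1*, *Sqle*, *Hmgcs1* and *Cyp51* were also among the downregulated enzymes, with log2 fold changes between −0.64 and −0.56. *Ebp* changed by −0.064, and rose by 0.0097 without scrambled shRNA replicate 2. limma's camera test gave p = 1.15e-21 with its preset correlation between genes and p = 0.0104 with the correlation estimated from the data, which became 0.143 after adjustment over the 32 lists tested. *Insig1*, a gene of the same regulation, was downregulated as well, with a log2 fold change of −0.59. The quasi-likelihood test called 0 enzymes, with a fall at an unadjusted p under 0.05 for 19. With the replicate block, a pairing taken from the labels, 1 enzyme stayed downregulated, a fold enrichment of 932 (Fisher's exact test, p = 0.00107), and the pairing check gave −0.555. Immune genes were examined through the microglial markers of Supplementary Data 6, of which 343 were tested. The microglial markers among upregulated genes numbered 41, a fold enrichment of 11.1 (one-sided Fisher's exact test, p = 3.96e-31), and the block left 5 of them, a fold enrichment of 7.99 (p = 3.68e-04). camera gave p = 2.29e-21 with its preset correlation and p = 0.114 with the estimated one. No split of the 8 that part the same 3 pairs gave as many sterol enzymes as the real one, and 1 other gave as many microglial markers. Both lists were examined because the paper reported such genes from this contrast, so the comparison favours the real split.

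**Figure D2:**
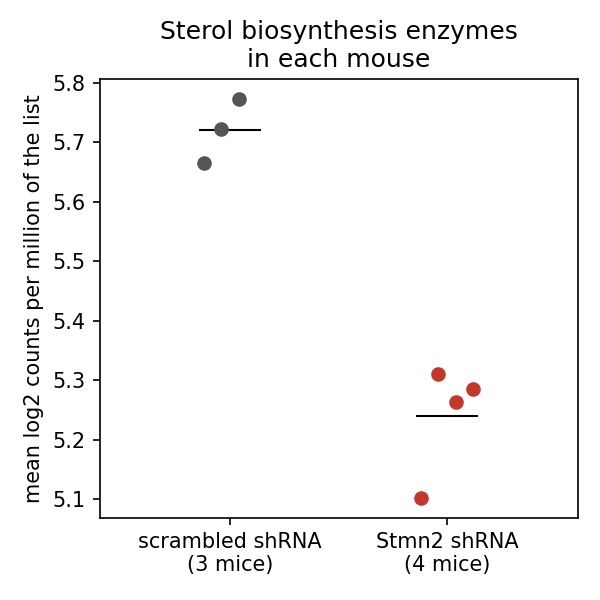
Mean log2 CPM of the 20 sterol biosynthesis enzymes in each mouse, with scrambled shRNA mice (n = 3) in grey, *Stmn2* shRNA mice (n = 4) in red and the mean of each group as a bar. The scrambled shRNA mice stand at 5.67 to 5.77 and the *Stmn2* shRNA mice at 5.10 to 5.31, with no overlap.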

The genes downregulated by *Stmn2* knockdown were associated with sterol/lipid biosynthesis and metabolism (cFET *p* = 1.4E-10, 59.2 FE), while those upregulated by *Stmn2* knockdown were associated with immune/inflammatory response (cFET *p* = 3.9E-44, 3.6 FE). 

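The immune genes were followed mouse by mouse as the mean log2 CPM of lists of marker genes. The microglial markers stood at 2.97, 3.86 and 3.07 in scrambled shRNA mice 1 to 3, and at 4.30, 4.20, 3.71 and 4.05 in *Stmn2* shRNA mice 1 to 4. Scrambled shRNA mouse 2 lay above *Stmn2* shRNA mouse 3, so the groups overlapped (two-sided exact permutation test, p = 0.114). The 19 B and plasma cell markers stood at 0.32, 1.35 and 0.44 in the scrambled shRNA mice and at 3.36, 2.96, 2.34 and 3.26 in the *Stmn2* shRNA mice, with no overlap (exact permutation test, p = 0.0571). Of these markers, 15 were upregulated, with a mean log2 fold change of 2.27 over the list. Among the 18 T cell markers, 0 were called and 2 had a rise at an unadjusted p under 0.05, and the list mean of scrambled shRNA mouse 2 (2.05) was the highest of the 7 mice. The 12 interferon response genes had 0 called and 0 at an unadjusted p under 0.05. Their mean was 7.08 in scrambled shRNA mouse 2, 2.30 and 4.54 in the other scrambled shRNA mice, and 4.66 to 6.44 in the *Stmn2* shRNA mice. *Trem2*, a microglial receptor, had a log2 fold change of 2.48 (standard error 0.33, adjusted p = 1.24e-08), and *Ctsd*, a lysosomal protease, one of 1.76 (standard error 0.31, adjusted p = 6.92e-05). *Gfap*, the astrocyte filament protein, had a log2 fold change of 1.82 (standard error 0.32, adjusted p = 4.29e-05). With the replicate block taken from the labels (pairing check −0.555), *Trem2* at 2.28 (adjusted p = 5.93e-04) and *Gfap* at 1.83 (adjusted p = 0.0241) stayed called, and *Ctsd* at 1.62 (adjusted p = 0.101) did not.

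**Figure D3:**
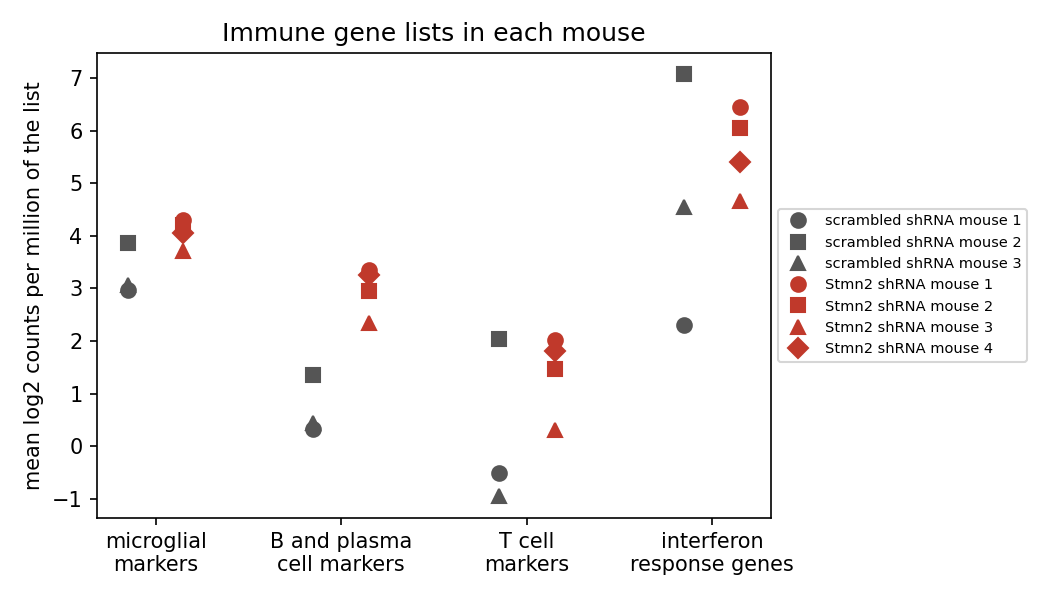
Mean log2 CPM of the microglial, B and plasma cell, T cell and interferon response gene lists in each mouse, with scrambled shRNA mice (n = 3) in grey and *Stmn2* shRNA mice (n = 4) in red. The B and plasma cell markers separate the groups (2.34 to 3.36 against 0.32 to 1.35), and the interferon response genes are highest in scrambled shRNA mouse 2, at 7.08.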

As *Stmn2* is not known as a transcription factor or cofactor, the upregulation of these immune-related genes is likely to be secondary. 

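All 10 of these GWAS genes changed in the direction the paper states, each with an unadjusted p under 0.05 in edgeR's likelihood-ratio test, and 5 were called. *Gpnmb*, on chromosome 6 from 49036546 to 49070929 of GRCm38, had a normalized count of 9.99 ± 5.62 CPM (SD, n = 3) in the scrambled shRNA mice and 148 ± 118 (SD, n = 4) in the *Stmn2* shRNA mice. Its log2 fold change was 3.88 (standard error 0.65, adjusted p = 1.74e-04), and between 3.25 and 4.33 with each mouse left out in turn. The log2 fold changes of the other called genes were *Prrg4* at 1.65 (adjusted p = 4.20e-05), *Stab1* at 1.18 (adjusted p = 4.93e-05), *Lhfpl2* at 0.74 (adjusted p = 0.00527) and *Srebf1* at 0.70 (adjusted p = 0.0397). Past the fold change but not the FDR threshold were *Ctsb* at 0.79 (adjusted p = 0.106), *Ppfibp1* at 0.47 (adjusted p = 0.163), *Fndc3b* at 0.48 (adjusted p = 0.202) and *Col5a2* at 0.54 (adjusted p = 0.294). *Syt4*, on chromosome 18 from 31437808 to 31447406, had a normalized count of 376 ± 15.6 CPM (SD, n = 3) in the scrambled shRNA mice and 277 ± 41.5 (SD, n = 4) in the *Stmn2* shRNA mice. Its log2 fold change was −0.44 (standard error 0.15, adjusted p = 0.162), so the fall was not called. The groups were fully separated for 9 of the 10, and *Col5a2* overlapped (two-sided exact permutation test, p = 0.114). DESeq2's Wald test called 8 of the 10, and the quasi-likelihood test called 0, although all 10 had an unadjusted p under 0.05 there as well. Pairing by title number, taken from the labels, as a replicate block left 2 called and 6 with an unadjusted p under 0.05, with a mean correlation of −0.555 between same-numbered mice in the pairing check.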

Specifically, knockdown of *Stmn2* upregulated nine PD GWAS genes (*GPNMB*, *SREBF1, STAB1, LHFPL2, PRRG4, CTSB, FNDC3B, PPFIBP1*, and *COL5A2)*, and downregulated one PD GWAS gene (*SYT4*) at the mRNA level. While *STAB1, LHFPL2, PRRG4, FNDC3B, PPFIBP1*, and *COL5A2* were not reported to be functionally related to PD, we predicted that they were associated with immune response, oxidoreductase activity, and EGF pathway annotated based on their network neighborhoods. Indeed, *GPNMB* was elevated in the SN of human PD brains and played an anti-inflammatory role in a CD44-dependent manner^49^. *SREBF1*, a key regulator of the lipogenesis pathway, was found to stabilize *PINK1* during mitophagy initiation^50,51^. *CTSB*, known to encode cysteine cathespsin B, was essential in lysosomal degradation of α-synuclein^52^. Upregulation of these PD GWAS genes suggested a compensatory mechanism in response to *Stmn2* deficiency, while *SYT4*-mediated somatodendritic release of DA was a key mechanism for the autoregulatory control of DA release in the brain^53^.

**Fig. 4:**
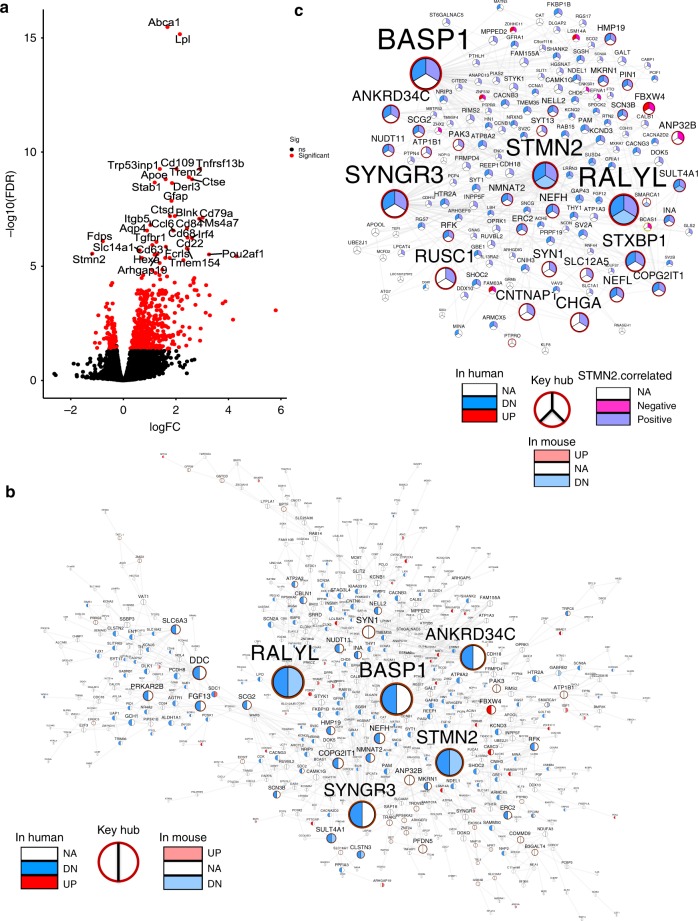
Validation of the PD MEGENA network by *Stmn2* perturbation. **a** Volcano plot shows genes that are significantly differentially expressed in the midbrain between the mice received scrambled AAV and *Stmn2*-shRNA AAV. **b** The genes in M4 are significantly enriched for the downregulated DEGs identified in the midbrain of the *Stmn2* knockdown mice. Nodes with burgundy labels are key hubs of M4. The left-side half circle of each node indicates the DEGs in human between the PD and control groups while the right-side represents the DEGs in mice by *Stmn2* knockdown. **c** The two-layer network neighborhood of *STMN2* is significantly enriched for the DEG downregulated by *Stmn2* knockdown. Nodes with burgundy labels are key hubs in the MEGENA network. The left upper part of the circle represents the DEG in human between the PD and control groups while the right upper part of the circle represents the correlation with *STMN2* in PD patients. The bottom part of the circle indicates the DEGs in mice by *Stmn2* knockdown

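The 32 genes labelled in the volcano plot of Fig. 4a were all called in the deposited counts, 30 upregulated and 2 downregulated. For each of the 32, every *Stmn2* shRNA mouse lay on one side of every scrambled shRNA mouse. The log2 fold changes of the upregulated labels ran from 0.61 for *Slc14a1* to 3.25 for *Pou2af1*. *Lpl* had the strongest evidence of a rise among them, with a log2 fold change of 2.14 (standard error 0.26, adjusted p = 4.84e-11) from edgeR's likelihood-ratio test and a normalized count of 5.86 ± 0.699 CPM (SD, n = 3) in the scrambled shRNA mice and 25.8 ± 7.07 (SD, n = 4) in the *Stmn2* shRNA mice. *Apoe*, the most abundant of the labelled genes, rose by 1.59 (standard error 0.26, adjusted p = 4.93e-06), from 1479 ± 304 (SD, n = 3) to 4467 ± 1331 (SD, n = 4) CPM. The downregulated labels were *Stmn2*, at −1.20, and *Fdps*, at −0.80. For *Fdps* the normalized count was 75.7 ± 7.14 CPM (SD, n = 3) in the scrambled shRNA mice and 43.5 ± 3.91 (SD, n = 4) in the *Stmn2* shRNA mice. With the replicate block taken from the labels (pairing check −0.555), 21 of the 32 labelled genes were called and all 32 had an unadjusted p under 0.05. Of the downregulated labels, *Stmn2* at −1.15 (adjusted p = 0.167) was no longer called, and *Fdps* was, at −0.80 (adjusted p = 0.0471).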

We then examined how *Stmn2* knockdown impacted *STMN2*-correlated genes identified in the PD patients (Supplementary Data 11). After mapping mouse genes to the human homologues, we found a significant overlap between the genes positively correlated with *STMN2* in PD patients and those downregulated in *Stmn2* knockdown mice (cFET *p* = 1.4E-27, 5.7 FE) and between the genes negatively correlated with *STMN2* in the PD patients and the genes upregulated in *Stmn2* knockdown mice (cFET *p* = 0.04, 1.6 FE). 

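Human symbols of Supplementary Data 11 were matched to mouse symbols without regard to case. Of the 1322 genes positively correlated with *STMN2*, 1243 were tested in the mouse libraries, and 12 of them were downregulated. STMN2-positive genes among downregulated genes thus had a fold enrichment of 8.57 over the 18634 tested genes (one-sided Fisher's exact test, p = 1.23e-09, adjusted p = 4.93e-09 over the 4 overlaps of both signs with both directions). The 12 genes included *Nts*, *Reep2*, *Sms*, *Snap91* and *Tubb3* and the sterol genes *Fdps*, *Hmgcs1*, *Idi1*, *Insig1* and *Sqle*. Across the list, 1048 log2 fold changes were negative and 195 positive, with a mean of −0.15 (camera p = 1.26e-22 with the preset and 0.0263 with the estimated correlation, 0.143 after adjustment over 32 lists). Of the 471 negatively correlated genes, 402 were tested and 9 were upregulated, a fold enrichment of 2.09 (one-sided Fisher's exact test, p = 0.0299, adjusted p = 0.0599). The overlap of STMN2-negative genes among upregulated genes did not pass an adjusted p of 0.05. It did pass with DESeq2's Wald test, which gave a fold enrichment of 2.65 (adjusted p = 3.14e-05). It also passed in all 7 fits that each left out one mouse, with fold enrichments of 2.07 to 4.79. With only genes printed in Supplementary Data 1 to 12 as the background, it fell to 0.612 (adjusted p = 1.00), and that of the positively correlated genes to 2.65 (adjusted p = 0.00115). This background holds the gene lists and Supplementary Data 10, and thus at least 209 of the 221 called genes, which lowers any fold enrichment. The opposite overlaps were small, with 2 positively correlated genes upregulated and 0 negatively correlated genes downregulated, 3 of the latter at an unadjusted p under 0.05. With the replicate block, a pairing taken from the labels, 1 positively correlated gene was downregulated, a fold enrichment of 15.0 (adjusted p = 0.133), and the pairing check gave −0.555. This was the only gene called down in that fit, so no larger overlap was possible and the test could not have passed. Among the 8 splits that part the same 3 pairs, 2 gave at least as many downregulated genes in the positive list, and 2 as many upregulated genes in the negative list.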

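For M4, the genes that Supplementary Data 5 and 12 print for the module and its child modules were used, a part of its members, and 196 of these were tested. *Reep2* and *Stmn2* itself were downregulated, a fold enrichment of 9.05 (one-sided Fisher's exact test, p = 0.0203). Apart from *Stmn2*, the target of the shRNA, the overlap rests on *Reep2* alone. A fall at an unadjusted p under 0.05 was found for 33 M4 genes, and 163 of the 196 log2 fold changes were negative, with a mean of −0.19. camera gave p = 1.12e-10 with its preset correlation between genes and p = 0.0699 with the estimated one. *Sdc1* was the only upregulated M4 gene, a fold enrichment of 0.475 (one-sided Fisher's exact test, p = 0.881). In the fit with the replicate block, a pairing taken from the labels, 0 M4 genes were downregulated and 6 had a fall at an unadjusted p under 0.05 (pairing check −0.555). Of the two-layer neighborhood of *STMN2*, the 20 genes printed in Supplementary Data 7, its synaptic signaling members, were tested. None was downregulated and 4 had a fall at an unadjusted p under 0.05, with the largest evidence for *Fgf12* at −0.38 (standard error 0.13, adjusted p = 0.131). With 21 genes called down in all, an overlap of 0 was likely even at the paper's enrichment. The log2 fold change was negative for 19 of the 20, with a mean of −0.23 (camera p = 1.10e-05 with the preset and 0.12 with the estimated correlation). DESeq2's Wald test called 1 of the 20, a fold enrichment of 4.66 (one-sided Fisher's exact test, p = 0.194). Upregulated neighborhood genes numbered 0, with 0 at an unadjusted p under 0.05. Among the 8 splits that part the same 3 pairs, 3 gave at least 2 downregulated M4 genes.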

The DEGs downregulated in *Stmn2* knockdown mice were significantly enriched in the module M4 (FET *p* = 0.015, 2.0 FE, Fig. 4b) as well as in the two-layer MEGENA network neighborhood of *STMN2* (FET *p* = 4.3E-06, 8.6 FE; Fig. 4c), while the upregulated DEGs in *Stmn2* knockdown mice were not significantly enriched in either M4 or *STMN2*’s MEGENA network neighborhood. 

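Of the 221 called genes, 90.5% were upregulated, and the paper's share in Supplementary Data 10 is 82.1%. At an unadjusted p under 0.05 there were 1247 genes with a rise and 569 with a fall. Upregulated genes were also the larger part with the replicate block taken from the labels (34 up and 1 down, pairing check −0.555), and by less with DESeq2's Wald test (420 up and 200 down) and with the covariate for reads outside genes, chosen after seeing the data (536 up and 225 down). The quasi-likelihood test, which called 0 genes, had 1399 rises and 1286 falls at an unadjusted p under 0.05. Of the 200 upregulated genes, 41 were microglial markers and 15 were B and plasma cell markers. In the meta-analysis of Supplementary Data 1, 16 of the 264 genes upregulated in PD and 2 of the 682 genes downregulated in PD are microglial markers. The paper states that the immune response was not found in its meta-analysis of postmortem brains. From the mostly upregulated, immune-related genes of the mice, it proposes that the knockdown mice might model part of the disease process in the human brain.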

As the majority of the DEGs in *Stmn2* knockdown mice were upregulated and involved in immune response, which was absent in the meta-analysis of the data sets from the postmortem PD brains, we posited that this *Stmn2* knockdown mouse model might partially recapitulate the PD pathogenic processes in the human brain.

### Knockdown of *Stmn2* impairs locomotor functions in mice

We next examined whether knockdown of *Stmn2* could induce PD-like behavioral and pathological changes. We performed a unilateral injection of AAV2/1 carrying either the *Stmn2*-targeting shRNA or a scrambled sequence into the SN of 2-month-old male mice. We assessed the locomotor activity by performing Rota-rod and open field tests in the fourth week after injection (Fig. 5a). The mice with *Stmn2*-shRNA injection spent significantly less time on the rod than the mice with scrambled shRNA injection (Student’s *t* test *p* = 0.008, Fig. 5b). In open field, the *Stmn2*-shRNA-treated mice showed fewer vertical episode counts than scrambled shRNA-treated ones (Student’s *t* test *p* = 0.038, Fig. 5c), while there was no difference in the total distance between the two groups (Fig. 5d) and a trend toward shorter center distance traveled (Fig. 5e) in the *Stmn2* knockdown mice. As the injection was given in mice unilaterally, administration of amphetamine could induce rotational asymmetry in mice, which was commonly used for testing DA-dependent progression in locomotor function lesion^54^. The amphetamine treatment indeed induced a significant increase in contralateral rotation in the *Stmn2*-knockdown mice (Fig. 5f). Taken together, our data suggested that *Stmn2* knockdown caused DA related locomotor dysfunction.

**Fig. 5:**
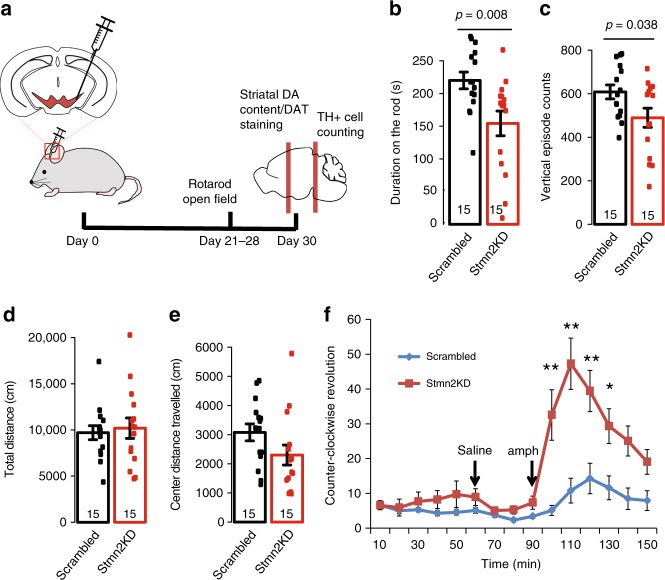
Locomotor behavioral analysis in mice with AAV-mediated *Stmn2* knockdown. **a** The schematic of the experimental design. AAV carrying scrambled shRNA or *Stmn2*-targeting shRNA was injected in the right SN. Behavioral tests were performed from day 22 to day 27 post injection. **b** The injected mice were examined on the rotarod. The average of three trials was used to represent the performance of each individual mouse. *N* = 15 in each group. Student’s *t* test, two-sided, *t* = 2.873, df = 28, *p*-value = 0.008. **c**–**e** The injected mice were examined in open field. The vertical episode count (**c** *t* = 2.1851, df = 28, *p*-value = 0.038), total distance (**d** *t* = −0.36436, df = 28, *p*-value = 0.3592), and center distance traveled (**e** *t* = 1.7304, df = 28, *p*-value = 0.094) were compared between the control and *Stmn2* knockdown mice. *N* = 15 in each group, two-sided Student’s *t* test for two group comparison. **f** The injected mice were also examined in open field at baseline, under saline injection, and under amphetamine injection. The counter-clockwise revolution was compared between the control group and *Stmn2* knockdown group. *N* = 15 in each group, two-way ANOVA, df = 1, F = 75.951, *p* = 2E-16 between control and *Stmn2* knockdown; df = 14, F = 13.669, *p* = 2e-16 between time points and df = 14, F = 6.244, *p* = 2.27E-11 for interacting terms; post hoc comparison was performed using Tukey HSD test *<0.05, **<0.01. All data are present as mean ± SEM. Source data are provided as a Source Data file

### *Stmn2* knockdown reduces striatal DA content and DA terminals

We further examined the striatal DA content by performing high-performance liquid chromatography (HPLC). We found a 50% reduction of DA as well as the three major metabolites (DOPAC, 3-MT, and HVA) in the ipsilateral (right) striatum compared with the contralateral (left) side in the mice with *Stmn2* shRNA injection (Fig. 6a). We also examined the density of dopamine transporter positive (DAT+) terminals in the dorsal and ventral striatum based on DAT fluorescence intensity. We noticed a reduction of DAT+ terminal density in both the dorsal and ventral striatum of the ipsilateral side in the mice with *Stmn2* shRNA injection compared with that in the mice with scrambled shRNA injection (Fig. 6b, c), suggesting the knockdown of *Stmn2* led to the terminal degeneration of DA neurons in both SN and the ventral tegmental area (VTA). By tracing the AAV RFP tag, we confirmed the viral spreading into the SN-adjacent brain regions, including VTA (Supplementary Fig. 6h).

**Fig. 6:**
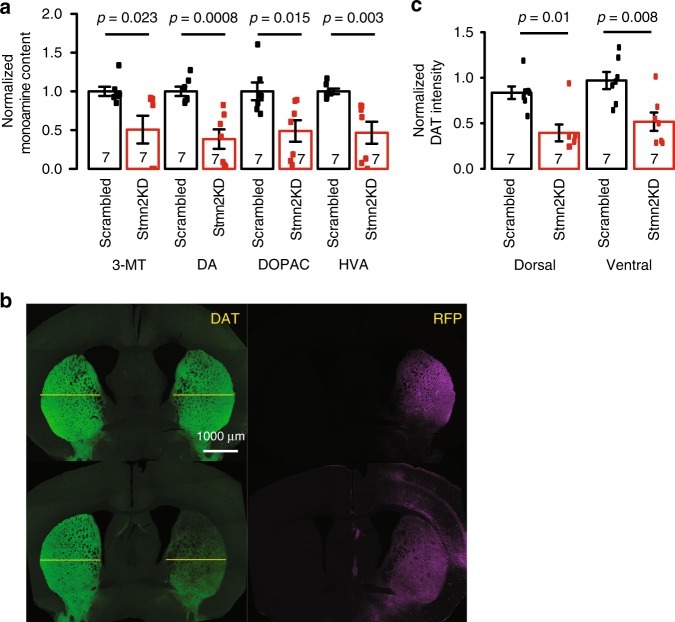
Striatal alterations in mice with AAV-shRNA-mediated *Stmn2* knockdown. **a** The content of dopamine (DA) and its major metabolites (3-MT, DOPAC, and HVA) were measured in the contralateral and ipsilateral striatal tissues isolated from the mice that received scrambled AAV and *Stmn2*-shRNA AAV injections, *N* = 7 in each group. The biogenic monoamine levels of the ipsilateral striatum were normalized to those of the contralateral side in each individual mouse, and the comparison between mice with scrambled and *Stmn2*-shRNA AAV injection was analyzed by two-sided Student’s *t* test. DA: *t* = 4.4367, df = 12, *p*-value = 0.0008; DOPAC: *t* = 2.8365, df = 12, *p*-value = 0.01499; 3-MT: *t* = 2.614, df = 12, *p*-value = 0.02263; HVA: *t* = 3.6415, df = 12, *p*-value = 0.003379. **b** Anti-DAT antibody was used to detect DAT + terminals in the striatum in mice that received scrambled AAV and *Stmn2*-shRNA AAV injections. RFP serves as an indicator of transfected terminals. The yellow line separated the dorsal and ventral striatum. **c** The quantitative analysis of DAT + immunofluorescent intensity in the two groups of mice. The DAT fluorescence intensity of ventral striatum without injection was used as the baseline to normalize the DAT intensity of the rest regions. *N* = 7 in each group. Two-way ANOVA, *F* = 25.689, df = 25, *p* = 3.12E-05. All data are present as mean ± SEM. Source data are provided as a Source Data file

### *Stmn2* knockdown leads to DA neuron loss

We then asked if impaired locomotor activity and reduced striatal DA content were associated with the loss of DA neurons by performing stereological counting of TH+ neurons of the substantia nigra compacta (SNc) and VTA in the injected mice. We found a striking (~70%) reduction of TH+ neurons in the SNc of the mice with *Stmn2*-shRNA injection compared with the mice with scrambled shRNA injection (Fig. 7a, b). A 40% reduction of TH+ neurons in the VTA was also observed (Fig. 7c). Increased cleaved caspase-3 immunostaining was found in the *Stmn2*-shRNA injected midbrain (Fig. 7d), confirming that the reduction of TH+ cell number was likely due to apoptotic cell death. We also examined the TH-/NeuN+ neurons in the substantia nigra reticulata (SNr) and found no significant cell loss in this region (Fig. 7e, f), suggesting that TH+ neurons were particularly vulnerable when *Stmn2* was depleted.

**Fig. 7:**
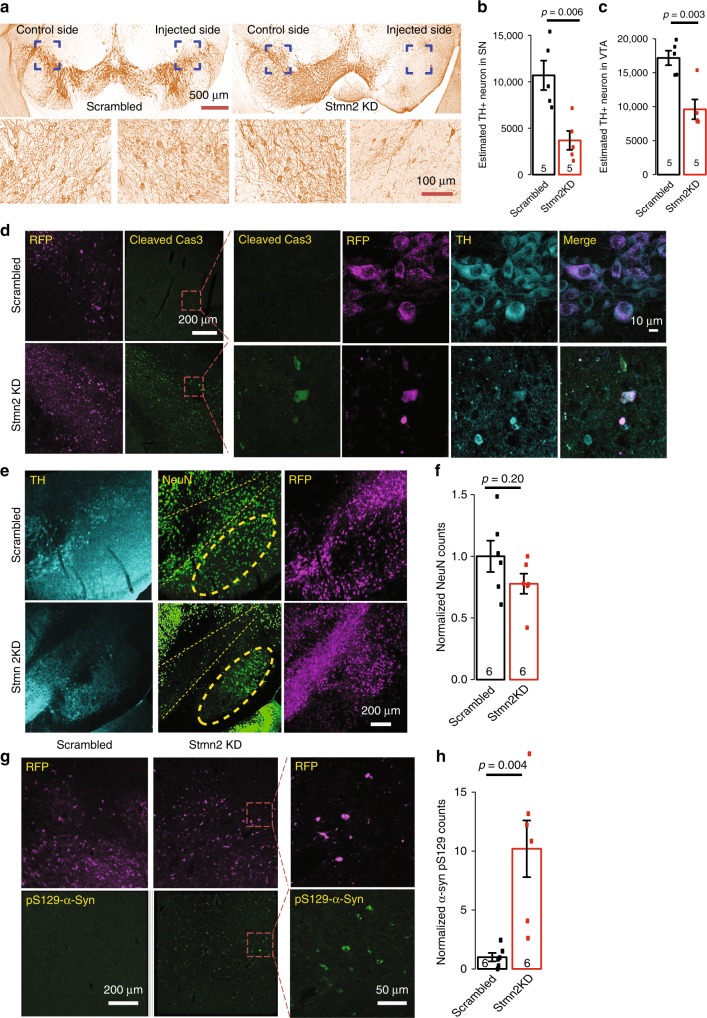
Pathological characterization in the SN of mice with *Stmn2* knockdown. **a** Immunohistochemistry staining with anti-TH antibody in the SN from mice injected with AAV carrying scrambled or *Stmn2* shRNAs. **b** Stereological counting of TH+ neurons in SN of mice injected with AAV carrying scrambled or *Stmn2* shRNAs and the result was analyzed by two-sided Student’s *t* test. *N* = 5 in each group. *t* = 3.7256, df = 8, *p*-value = 0.005824. **c** Stereological counting of TH+ neurons in VTA of mice injected with AAV carrying scrambled or *Stmn2* shRNAs and the result was analyzed by two-sided Student’s *t* test. *N* = 5 in each group. *t* = 4.1854, df = 8, *p*-value = 0.003057. **d** Immunofluorescent staining with anti-cleaved caspase-3 and TH antibody in the SN of mice injected with AAV carrying scrambled or *Stmn2* shRNA. Red dash squares were zoomed in with higher magnification. Representative images from *N* = 6 in each group. **e**, **f** Immunofluorescent staining with anti-NeuN and anti-TH and quantification of TH−/NeuN+ cells in the SNr of mice injected with AAV carrying scrambled or *Stmn2* shRNA. SNr highlighted by yellow dash circle and SNc highlighted between two yellow dash lines. Two-sided Student’s *t* test, *N* = 6 in each group, *t* = 1.362, df = 10, *p* = 0.2031. **g**, **h** Immunofluorescent staining with anti-pS129 of α-synuclein (pS129-α-syn) antibody and quantification of pS129-α-syn puncta in the SN of mice injected with AAV carrying scrambled or *Stmn2* shRNA. Red dash squares were zoomed in with higher magnification. Representative images from *N* = 6 in each group. Two-sided Student’s *t* test *p* = 0.004, *t* = −3.7825, df = 10, *p* = 0.004. All data are present as mean ± SEM. Source data are provided as a Source Data file

### *Stmn2* knockdown increases α-synuclein Ser129 phosphorylation

To investigate further the link between *Stmn2* and PD, which was pathologically associated with aggregated or modified α-synuclein, we examined the Ser129 phosphorylation of α-synuclein, a hallmark of synucleinopathy lesions in human^55^ via immunofluorescence. We observed puncta of phosphorylated α-synuclein proteins detected with anti-pSer129 α-synuclein antibody only in the *Stmn2* shRNA mice, but not in the scrambled shRNA mice (Fig. 7g, h), indicating that reduced *Stmn2* expression caused an increase of Ser129 phosphorylation of α-synuclein, a critical toxic modification of α-synuclein related to idiopathic PD.

## Discussion

Our multiscale network analysis of the gene expression data from a large number of postmortem PD brains has revealed network structures and key regulators functionally connected to known PD risk genes. Functional validation of one top-ranked key regulator *STMN2* demonstrates its critical role in controlling DA neuron function/viability and regulating α-synuclein modification, which are highly relevant to PD pathogenesis.

The emergence of systems/network biology has revolutionized the discovery of novel mechanisms and promising drug targets for complex diseases, such as cancer, diabetes, and AD^16,56,57^. The lack of large-scale molecular profiling data from PD postmortem brains has impeded the application of such systems biology approaches to PD. Although many gene expression studies of PD postmortem brains have been reported, each individual study involves a small number of samples and thus each alone is insufficient to derive a holistic picture or detailed signaling circuits of PD-related pathways. Here, we sought to address the above unmet challenge in PD research by assembling the gene expression profiles of the postmortem human brains from eight published PD studies into one gene expression data set, which enabled co-expression and causal network inference to systematically uncover intrinsic network structures and key regulators of PD. The comparison between the MEGENA modules and those from the traditional Weighted Gene Co-expression Network Analysis (WGCNA) has shown that MEGENA could provide consistent yet complementary information at a higher resolution in the PD context (See Supplementary Note 1 and Supplementary Data 12). Different from the simple clustering analysis offered by WGCNA, MEGENA can identify more coherent and functionally relevant modules with high-resolution topological network structures and clearly defined key regulators for downstream analyses. By investigating the neighborhood of a gene within the gene co-expression and causal networks, we were able to annotate and predict biological functions for each gene in a disease-specific manner, thus complementing the current GWAS studies with functional contexts.

The network modules that are most associated with PD contain genes involved in a number of diverse pathways, including synaptic transmission, oxidative phosphorylation, mitochondrion, myelination, and response to unfolded protein. *STMN2* is one key regulator of the top PD-associated module. *STMN2* has an overall reduced expression in the PD brains, and is predicted to play a role in synaptic transmission. *STMN2*, also known as superior cervical ganglion 10 (SCG10), is a ~20 kDa phosphoprotein of the stathmin family. Overexpression of Tau downregulated *Stmn2* in PC12 cell line^58^; administration of 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) also caused downregulation of *Stmn2* level and the rescue of MPTP-induced PD-like phenotype restored *Stmn2* expression in mice^59^, implicating a potential association between *Stmn2* and PD. Despite its known functions in regulating microtubule dynamics during development and after injury, knockdown of *Stmn2* led to impaired SV endocytosis in cultured DA neurons. Furthermore, the direct perturbation of *Stmn2* in the mouse SN recapitulated the gene expression pattern and the network structure identified from the SN of the PD subjects. Moreover, perturbation of *Stmn2* expression in mouse midbrain led to PD-like pathologies and behavioral abnormality, though the underlying mechanisms remain to be characterized.

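The mouse genes were compared with the genes that Supplementary Data 1 lists as changed in PD, of which 648 downregulated and 234 upregulated genes were tested in the mouse libraries. *Idi1*, *Snap91*, *Stmn2* and *Tubb3* were downregulated in both, a fold enrichment of 5.48 (one-sided Fisher's exact test, p = 0.00541, adjusted p = 0.0216 over 4 overlaps). *Stmn2*, the target of the shRNA, is 1 of these 4. Across the list, 533 log2 fold changes were negative and 115 positive, with a mean of −0.14, and 90 genes fell at an unadjusted p under 0.05. *Cd22*, *Fcgr2b*, *Lhfpl2*, *Prelp* and *Psrc1* were upregulated in both, and PD upregulated genes among upregulated genes had a fold enrichment of 1.99 that did not pass the threshold (one-sided Fisher's exact test, p = 0.108, adjusted p = 0.216). The PD upregulated genes had 171 positive and 63 negative log2 fold changes, with a mean of 0.21. Of the opposite overlaps, 2 PD downregulated genes were upregulated in the mice. Among the PD upregulated genes 0 were downregulated, and 0 fell at an unadjusted p under 0.05. camera gave p = 1.32e-17 with its preset correlation and 0.0389 with the estimated one (0.143 after adjustment over 32 lists) for the PD downregulated genes, and p = 2.32e-06 and 0.106 for the PD upregulated genes. With the replicate block, a pairing taken from the labels, 0 PD downregulated genes were called down and 8 fell at an unadjusted p under 0.05 (pairing check −0.555). Against a background of genes printed in Supplementary Data 1 to 12, which holds most called genes through Supplementary Data 10 and so lowers any fold enrichment, the PD downregulated genes had a fold enrichment of 1.70 (adjusted p = 0.810) and the PD upregulated genes one of 0.585 (adjusted p = 1.00). Among the 8 splits that part the same 3 pairs, 2 gave at least 4 PD downregulated genes called down, and 2 at least 5 PD upregulated genes called up.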

Unlike monogenic form of PD, idiopathic PD is polygenic and has a complex etiology with interaction with environmental factors. In addition to *STMN2*, which we provide proof-of-principle validation of PD relevance in our study, we also predict many other putative regulators that could contribute to sporadic PD pathogenesis. For example, *BASP1* belongs to the family of growth-associated proteins, which also includes *GAP43/BASP2*. *Basp1*^−/−^ mice exhibited high postnatal mortality but can be rescued by overexpression of *Gap43*, suggesting a functional similarity between the two genes^60^. Interestingly, *Stmn2* knockdown in the mouse SN led to a decrease in *Gap43* but not *Basp1* at the mRNA level, implicating a functional difference between *Basp1* and *Gap43*. 

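*Gap43*, on chromosome 16 from 42248442 to 42340651 of GRCm38, had a normalized count of 221 ± 25.62 CPM (SD, n = 3) in the scrambled shRNA mice and 145 ± 27.2 (SD, n = 4) in the *Stmn2* shRNA mice. Its log2 fold change was −0.60 (standard error 0.19, adjusted p = 0.0802) in edgeR's likelihood-ratio test, so the fall was not called. Every *Stmn2* shRNA mouse was below every scrambled shRNA mouse (two-sided exact permutation test, p = 0.0571), and the log2 fold change stayed between −0.70 and −0.48 with each mouse left out. DESeq2's Wald test put *Gap43* past the threshold, at −0.61 (adjusted p = 0.0125). Fitted with the replicate block, a pairing taken from the labels, it was −0.48 (adjusted p = 1.000, pairing check −0.555). *Basp1*, on chromosome 15 from 25363277 to 25413764, had a normalized count of 209 ± 21.3 CPM (SD, n = 3) in the scrambled shRNA mice and 212 ± 27.9 (SD, n = 4) in the *Stmn2* shRNA mice. Its log2 fold change was 0.017 (standard error 0.16, adjusted p = 0.997), and it ran from −0.054 to 0.099 with each mouse left out and was −0.048 with the block. The difference between the changes of *Gap43* and *Basp1* was not tested.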

*RALYL*, another top-ranked regulator, is reported to be an interacting protein of LRRK2 in a yeast 2 hybrid analysis^61^. 

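*Ralyl*, on chromosome 3 from 13471655 to 14182287 of GRCm38, had a normalized count of 97.8 ± 4.93 CPM (SD, n = 3) in the scrambled shRNA mice and 77.3 ± 5.52 (SD, n = 4) in the *Stmn2* shRNA mice. The log2 fold change was −0.34 (standard error 0.12, adjusted p = 0.206) in edgeR's likelihood-ratio test, with an unadjusted p of 0.00624, so the fall was not called. Every *Stmn2* shRNA mouse was below every scrambled shRNA mouse (two-sided exact permutation test, p = 0.0571, the smallest that 3 mice against 4 allow). With each mouse left out in turn, the log2 fold change stayed between −0.39 and −0.30. DESeq2's Wald test called the fall, at −0.35 (adjusted p = 0.0126), and the replicate block taken from the labels gave −0.31 (adjusted p = 1.000, pairing check −0.555).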

*RALYL* was downregulated by *Stmn2* knockdown in vivo. Reduced expression of *RALYL* has been implicated in worse prognosis in clear-cell renal cell carcinoma^62^ but its function in the human brain remains unclear. Thus, our study begins to reveal a global landscape of gene interaction and regulatory circuits underlying PD pathogenesis.

Distinct from the causal genetic variants in PD, many of the hub genes identified in our PD network have not been reported to be genetically linked to the disease, including our top hub gene of interest, *STMN2*. However, these key hub genes are predicted and/or confirmed to govern the expressions of many other genes, including disease-associated GWAS genes in the disease-specific networks and therefore are considered as drivers that can modify disease onset and progression. Indeed, we previously identified *TYROBP* as a key driver in AD pathogenesis^16^, and yet no SNPs are known to be associated with sporadic AD in the *TYROBP* locus. *TYROBP* has been identified as a binding partner for *TREM2*, *CD33*, and *CR3* with increased expression in AD patients^16^. Knockout of *Tyrobp* was neuroprotective in a mouse model of early Alzheimer’s pathology^63^. Therefore, they may serve as novel drug targets in addition to the disease-causing genetic variants. Our validation experiments provide strong evidence supporting a role for the key regulator *Stmn2* in modulating PD-related pathogenesis. Our future experiments will include assessment of other predicted key regulators of PD and discovery of novel compounds that can restore the expression or activity of key regulators of PD.

In summary, our integrative network biology approach has systematically uncovered a number of gene subnetworks and key regulators of PD. Our study of postmortem PD brains, however, offers only a snapshot at the late stage of the disease where the majority of DA neurons degenerated. This limitation poses hurdles to directly reconstruct molecular processes of the disease progression. The incomplete clinical assessment and limited number of samples in the published cohorts also prevent us from conducting stringent association study of the molecular data with clinical and pathophysiological traits. Our approach is expected to be improved with comprehensive longitudinal studies, increased sample size, and better diagnosis of PD. Nonetheless, our study provides a proof of principle of an integrated systems approach to a complex disease. It is imperative that future investigation should develop a large and coherent multi-Omics cohort from PD brains with high quality genetic, epigenetic, transcriptomic, and proteomic data, which will ultimately enable the discovery of more robust regulators for idiopathic PD.

## Methods

### Data collection and analysis

Publicly available data sets comparing the expressional difference between Parkinson’s disease patients and controls were downloaded from GEO using two key words, including Parkinson’s disease and human substantia nigra. Only studies with sample size >= 5 in each group were included. Altogether we obtained eight data sets that focused specifically on SN, as listed in Supplementary Table 1. The downloaded gene expression profile of each data set was already preprocessed using either RMA or MAS. Out of the eight data sets we collected, only one (GSE8397) has two regions (lateral and medial SN) assayed for the same subject and both of them were from SN. We used the lateral SN to represent the gene expression within the SN as the original publication claimed that lateral SN is more vulnerable in PD^29^. Thus we ensured that each sample in our analysis was from different individuals. The data were log2 transformed, quantile normalized, and corrected for covariates, such as gender and age etc. using a linear regression model lm(expression~as.factor(gender) + as.numeric(age) + as.numeric(RIN)) in R/3.4.3, if the information was available. As the samples were profiled from different platforms with unique probe sets, we investigated the expression on the gene level. For genes with multiple probes measured, we chose the probe with the largest variance to represent the gene expression.

### DEG analysis and Braak correlation analysis

Metafor 2.0.0^64^ was used to perform meta-analysis to identify differential gene expression across the eight data sets in our collection. For each gene profiled in all the eight data sets, we calculated the standardized mean difference (SMD) between the PD and control groups across all the data sets and then tested for heterogeneity using metafor package in R. If the data are significantly heterogeneous (*p* < 0.05), a random effect model was fitted; if not, a fixed effect model was fitted. BH correction was used to control multiple-testing errors. Genes with FDR < 0.05 and mean SMD > 0.5 were considered as differentially expressed genes (DEGs). We chose the cutoff based on the guideline by Cohen et al.^65^ that SMD = 0.5 represented a medium effect size. In one specific data set GSE49036, the gene expression data came together with complete Braak stage assessment. Therefore, we performed Spearman correlation analysis between the gene expression and the Braak score to identify BCGs (BH-corrected *p*-value < 0.05). Note that in this data set, samples from patients with incidental Lewy Body Disease (iLBD) were excluded for the DEG analysis, but included for Braak correlation analysis.

### Network construction and key regulator identification

Each QCed data set was split into disease and control groups. Z-score transformation was applied for each gene across all the samples (both disease (PD) and control samples) within each data set to control possible biases from different platforms and processing methods. We then merged the transformed data into a global disease data set (*n* = 83) or a control (*n* = 70) data set. Module detection and key hub identification were done in the disease-specific expression profile using MEGENA^20^. Modules were ranked based on enrichment with PD DEGs.

BN was constructed from genome-wide gene expression profile through a Monte Carlo Markov Chain (MCMC) simulation-based procedure by using software RIMBANET^35,36^. We made use of known transcription factor (TF)-target relationships derived from brain tissue-related cell types from the ENCODE project^66,67^. The TFs were allowed to be parental nodes of their targets, but the targets were not allowed to be parental nodes of the TFs. Such relationships were used as structural priors to assist with the topological computation. We followed a network averaging strategy with which 1000 networks were generated from the MCMC procedure starting with different random structure, and links that shared by more than 30% of the networks were used to define a final consensus network structure. An iterative de-loop procedure was executed to ensure that the consensus network was a directed acyclic graph, removing the most-weakly supported link of all links involved in any loop. Following Zhang et al.^16^, we performed KDA on the consensus Bayesian network to identify key hub genes which regulated a large number of downstream nodes.

To identify WGCNA modules, we first determined the soft power beta to be 4.5 as it gave the optimal fit for a scale free topology (*R*^2^ = 0.98, slope = −2.67). We then determined the module membership by the dynamic cutting tree algorithm implemented in the R package WGCNA. This process yielded 24 well-separated modules with a minimal size of 20.

The hub genes were first evaluated for the enrichment of the PD DEGs in their network neighborhoods in the MEGENA and BN networks separately, and the two enrichment scores for each hub were then combined into a final ranking score *G*_*j*_ = ∏_*i*_*g*_*ji*_, where *g*_*ji*_ is the discriminant value of a key hub gene *j* in the network *i*, defined as (*max*_*j*_(*r*_*ji*_) + 1 − *r*_*ji*_)/∑_j_*r*_*ji*_ and *r*_*ji*_ is the ranking of the enrichment score for the key hub gene *j* in the network *i*^16^. A smaller *r*_*ji*_ indicates a higher rank of a gene with a larger enrichment score. A gene with a larger final score *G*_*j*_ is considered as a more important key hub gene in both networks.

### Gene set enrichment analysis

Modules and network neighborhood genes of key hubs were intersected with GO terms, signaling pathways, and cell-type specific expression gene signatures. The significance level of the overlap between two gene sets was determined by Fisher’s exact test. For all the module-related enrichment analyses, the genes in all the modules were used as the background. For the network neighborhood enrichment analysis, all the genes in a given network (i.e., the MEGENA or Bayesian network in PD) were taken as the background. For GO analysis, the genes shared by a query gene set (e.g., the genes in all the modules, all the genes in the MEGENA network and so on) and the set of all the genes present in the GO database were used as the background. The size of the background used for the abovementioned enrichment analyses can be found in the associated Supplementary Tables, i.e., the column background size. The *p-*values were computed based on the hypergeometric distribution followed by BH correction for multiple testing.

### Cell cultures and shRNA transfection

Mouse N2A neuroblastoma cells (ATCC CCL-131) were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) at 37 °C with 5% CO_2_. Approximately 80,000 cells were seeded into 12-well plates 24 h before lipofectamine 3000 (Life Technology, CA, USA) transfection. Seventy-two hours after transfection, cells were collected in RIPA buffer for western blot.

The Institutional Animal Care and Use Committee (IACUC) of Icahn School of Medicine at Mount Sinai approved all the animal-related experiments. We have complied with all relevant ethical regulations for animal testing and research. Mouse midbrain neurons were cultured from P0-P1 wild-type C57BL/6J mice (Jackson Laboratory, ME, USA). Typically, four P0-P1 mouse brains were required for a midbrain culture. Only the ventral midbrain containing SN and VTA was collected to enrich the TH-positive population (~30% of the total neurons per culture dish based on our estimate). The brain tissues were then incubated with papain (Worthington Biochemical Corp., NJ, USA) for 10 min with humidified oxygenation. Cells were then disassociated, washed twice, and plated on the poly-ornithine-coated coverslips at a density of 75,000 cells per cm^2^ in the culture media containing (v/v) 60% Neurobasal-A, 20% Basal Media Eagle, 10% FBS (Atlanta Biologicals, GA, USA) supplemented with 1× B27 and 2 mM GlutaMAX (Thermo Fisher Scientific, MA, USA)^46,47^. The calcium phosphate transfection method was employed to achieve sparse expression and to enable the analysis of a single neuron during the imaging experiments. Following transfection at DIV 3–5, the growth medium was replaced with fresh medium supplemented with an antimitotic agent, ARA-C (Sigma-Aldrich, MO, USA) and glial cell line-derived neurotrophic factor (GDNF) (Millipore, MA, USA). The *Stmn2* shRNA plasmids were purchased from Origene, MD, USA (TF511127), in which the *Stmn2* shRNA expression was driven by a universal U6 promoter with an RFP tag driven by CMV promoter on the same construct.

### Phluorin-based optical assay for endo-/exocytic kinetics

The phluorin-based optical assay was adopted from^46–48^ and performed on DIV12–16 for midbrain cultures. For live cell imaging, cells were mounted on a custom-made laminar-flow stimulation chamber with constant perfusion (at a rate of ~0.2–0.3 mL per min) of a Tyrode’s salt solution containing (in mM) 119 NaCl, 2.5 KCl, 2 CaCl_2_, 2 MgCl_2_, 25 HEPES, 30 glucose, 10 µM 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX), and 50 µM D, L-2-amino-5-phosphonovaleric acid (AP5) and buffered to pH 7.40. All chemicals were purchased from Sigma-Aldrich, except for bafilomycin A1 (1 µM, Calbiochem/Sigma-Aldrich, MO, USA, 196000-1SET). Temperature was clamped at 30.0 °C at the objective throughout the experiment. Field stimulations were delivered at 10 V per cm by A310 Accupulser and A385 stimulus isolator (World Precision Instruments, FL, USA). Images were acquired using a highly sensitive, back-illuminated EM-CCD camera (iXon + Model # DU-897E-BV, Andor Corp., CT, USA). An Olympus IX73 microscope was modified for laser illumination building a solid-state 488 nm OPSL smart laser at 50 mW (used at 10% and output at ~2 mW at the back aperture) into a laser combiner system for millisecond on/off switching and camera blanking control (Andor Corp, NY, USA). An Olympus PLAPON 60XO 1.42 NA objective with a 525/50 m emission filter and 495LP dichroic filters was used for pHluorin fluorescence excitation and collection (Chroma, VT, USA, 49002). Images were sampled at 2 Hz with an Andor Imaging Workstation driven by Andor iQ-CORE-FST (ver 2.x) iQ3.0 software. NH4Cl solution containing (in mM) 50 NH4Cl, 70 NaCl, 2.5 KCl, 2 CaCl_2_, 2 MgCl_2_, 25 HEPES, 30 glucose, 10 µM CNQX, and 50 µM AP5 and buffered to pH 7.40 was used to reveal the total pHluorin expression (total vesicle pool) for normalizing exocytosis. We stimulated the neurons with a short train of 100 pulses (10 Hz 10 s) to measure the endocytosis time constant after the short stimulation (the τ of a fitted one-phase exponential decay after the peak) and the fraction of exocytosis (The peak height of 100 pulses trace divided by the peak height of NH4Cl trace). We also stimulated the neurons with a long train of 300 pulses (10 Hz, 30 s). Bafilomycin (1 µM) was used to block vesicle re-acidification and a train of 1200 pulses (10 Hz, 120 s) was given for measurement of recycling pool and exocytosis time constant (the τ of a fitted one-phase exponential decay since the stimulation starts until the plateau is reached). The peak height difference between 300 pulses and 1200 pulses w/ Bafilomycin traces normalized by the recycling pool refers to the endocytosis fraction during stimulation. Only the neurons co-transfected with the CMV-VMAT2-pHluorin and U6-Stmn2 shRNA-CMV-RFP or U6-scrambled shRNA-CMV-RFP plasmids were recorded for the pHluorin assay. The staging information for each recorded neuron was registered to ensure the re-identification of the same neuron after immunostaining. After recording, the coverslips were fixed and stained with anti-TH antibody to confirm whether the recorded neurons were TH positive.

### In vivo *Stmn2* knockdown mouse model and behavioral tests

Thirty 2-month-old male C57BL/6J mice were purchased from Jackson Laboratory (ME, USA). The IACUC guidelines were strictly followed during animal maintenance and procedure. AAVs carrying either scrambled shRNA or Stmn2-targeting shRNA were packaged by the Boston Children’s Hospital Viral Core. In total, 2 μl of virus with a titer of 1 × 10E13 gc per mL were injected into the right SN (injection coordinates based on Bregma: anterior–posterior: −3.28 mm; medial–lateral: −1.5 mm; dorsal–ventral: −4.1 mm). Behavioral tests were performed during the fourth week after injection.

The locomotor function was tested using a rotarod setting with incremental speed from 4 to 40 RPM. The duration of time an individual mouse remained on the rotarod served as the readout of the experiment. The average duration of three trials was used to represent the performance of the mice.

The overall behavior features were examined by open field test. Individual mice were placed into the 16″ × 16″ animal cage of a Versamax monitor system (Accuscan, NY, USA) in a quiet dark room and allowed to move freely for an hour. The mouse horizontal and vertical movement was monitored and recorded by a grid of 32 infrared beams at ground level and 16 elevated (3″) beams. Then saline was administrated by intraperitoneal (IP) injection, and the mice were placed back into the same cage for 30 min. Finally, amphetamine was administrated by IP injection at a dose of 2.5 mg per kg, and the mice were monitored for another hour in the cage. A series of parameters including total distance, vertical movement, and rotational behavior were analyzed.

### Immunostaining and stereological counting

Cells were fixed by 4% PFA for 10 min and permeabilized in PBS with 0.2% Triton X-100 for 10 min. Then cells were blocked in PBS with 5% BSA for 1 h and incubated with primary antibody diluted in the blocking buffer at 37 °C for 1 h. Cells were then incubated with secondary antibody diluted in the blocking buffer at room temperature for 1 h. The cells were washed four times with PBS between each step, and were incubated in PBS overnight at 4 °C before mounting to reduce background. After behavioral test, mice were anesthetized by ketamine (Vedco Inc. MI, USA, KetaVed) and then perfused with PBS and 4% PFA. The whole brain was taken out and subjected to post fixation in 4% PFA for 24 h and then incubated in 15% and 30% sucrose until fully dehydrated. The brain was cryo-sectioned at 40 μm in thickness using a Leica CM3050s cryostat (Germany). The immunohistochemistry (DAB) was performed according to the manual provided by VECTOR LABORATORIES (Burlingame, CA, USA). For stereology counting, one in every five sections was selected with a random start, and a total of 5–8 brain slices were counted for each mouse using the Stereo Investigator software. Primary antibodies used included Rabbit polyclonal anti-STMN2 (Invitrogen, CA, USA #720178; 1:1000 for western blot and 1:250 for immunostaining); mouse monoclonal anti-beta-actin (Cell Signaling, MA, USA #3700; 1:5000 for western blot); mouse monoclonal anti-TH and rabbit polyclonal anti-TH (Sigma-Aldrich, MO, USA T2928, T8700; 1:1000 for immunostaining); rabbit monoclonal anti-cleaved caspase-3 (Cell Signaling, MA, USA #9579; 1:500 for immunostaining); rat monoclonal anti-DAT (EMD-Millipore, MA, USA MAB369; 1:500 for immunostaining), and chicken polyclonal anti-GFP tag (Life Technology, CA, USA A10262; 1:1000 for immunostaining); rabbit monoclonal anti-Ser129 phosphorylated α-synulein (Abcam, UK, #51253; 1:250 for immunostaining).

### Sample preparation for DA measurement and RNA sequencing

After behavioral test, mice were decapitated and the whole brain was taken out for quick dissection on ice. Striatal samples were sliced and punched to ensure equal amount of tissues. Midbrain samples were carefully isolated, and both samples were separated into the left and right, and were kept at −80 °C until use. Striatal DA content measurement was carried out in neurochemistry core in Vanderbilt University using HPLC. The total RNA were extracted from midbrain samples using Qiagen RNeasy mini kit (Cat No. 74104) and we sent 2.5 μg of each sample to Novogene, CA, USA for pair-end RNA sequencing using 250–300 bp insert cDNA library (rRNA depleted by Ribo-Zero^TM^ Magnetic Kit) on Illumina (CA, USA) HiSeq4000 platform. We applied FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for quality check and then STAR^68^ for alignment followed by edgeR package^69^ for differential gene expression analysis.

### Fractionation of midbrain samples

Right midbrain samples were homogenized in fresh-made brain homogenization buffer (20 mM HEPES pH 7.4, 0.32 M sucrose, 1 mM NaHCO_3_, 2.5 mM CaCl_2_, 1 mM MgCl_2_, protease, and phosphatase inhibitor cocktail (Thermo Fisher Scientific, MA, USA)). The homogenate was centrifuged at 500 rcf for 10 min at 4 °C and supernatant was collected as the starting point. After BCA quantification, the supernatant containing ~250 µg protein was taken from each sample and lysed with 2× lysis buffer (final concentration: 50 mM Tri-HCl pH 7.4, 150 mM NaCl, 1% Triton X, protease, and phosphatase inhibitor). The lysate was incubated on ice for 30 min with gentle shaking. Then the lysate was centrifuged at 16,000 rcf for 30 min at 4 °C. The supernatant was collected as the Triton-soluble fraction. The pellet was washed four times with PBS containing 1% Triton X and centrifuged at 16,000 rcf for 10 min at 4 °C. Then the pellet was resuspended and incubated in 50 µl PBS containing 2% SDS, 1%Triton X, and protease and phosphatase inhibitor at 60 °C for 1 h. The samples were centrifuged again at 16,000 rcf for 30 min at 4 °C. The supernatant was collected as the Triton-insoluble fraction. For Triton-soluble fraction, we quantified the concentration by BCA assay and loaded 25 µg protein; for Triton-insoluble fraction, we added 6x sample buffer and load 25 µl of samples.

### Western blot

Sample concentration was determined by BCA (Pierce, MA, USA). Then samples were boiled in 3× sample buffer at 95 °C for 10 min and briefly centrifuged. In all, 30 µg protein samples were loaded into 4–12% gradient gels (Invitrogen, CA, USA) and run at 120 V in 1× MOPS running buffer. Transfer was done at 4 °C in transfer buffer with 10% methanol for 2 h at 90 V. The membrane was blocked in LI-COR blocking buffer for 1 h and then overnight incubation with primary antibody at 4 °C. Then the membrane was washed three times in TBST buffer and incubated in fluorescence-conjugated secondary antibody (1:10000, LI-COR, Germany) for 1 h. The membrane was washed three times in TBST buffer with 0.01% SDS followed by imaging in LI-COR imaging system.

### Quantification and statistical analysis

The data analysis was performed by Bioconductor R 3.4.3. Images were processed by ImageJ. Data were represented as mean ± SEM or mean ± 95% confidence interval (CI) as specified. Student’s *t* test was used for between two-group comparisons. ANOVA and Tukey post hoc comparison were applied in multi-group/factorial design. Fisher’s exact test was used to examine whether two sets were significantly overlapped/enriched. BH-corrected *P* < 0.05 was considered as statistically significant unless stated otherwise. The details, including the *N* number, the statistic tests used and the *p-*values, are indicated in each figure and figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Dataset 10

Dataset 11

Dataset 12

Description of Additional Supplementary Files

Reporting Summary

Source Data

## Data Availability

The human SN expression profiles are downloaded from the gene expression omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE8397, GSE7621, GSE24378, GSE20292, GSE20141, GSE20163, GSE20164, GSE49036. RNA sequencing data from *Stmn2*-knockdown mouse brains are deposited to GEO with accession number GSE114840. The source data underlying Figs. 3a–c, e, 5b–f, 6a, c, 7b, c, f, h and supplementary Figs. 4, 5c, e, 6a, b, d–g are provided as a Source Data file. All the other data are contained in the article and its supplementary information or available upon request.

# Supplementary material for: The landscape of multiscale transcriptomic networks and key regulators in Parkinson’s disease
**Source:** Nat Commun. 2019 Nov 20;10:5234. doi: 10.1038/s41467-019-13144-y
**Supplement:** Supplementary file 14 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** The DEGs identified by the meta-analysis of the human PD datasets.

**Title:** Supplementary Data 2.

**Description:** The DEGs identified by the meta-analysis of the human PD datasets without GSE49036.

**Title:** Supplementary Data 3.

**Description:** The genes correlated with Braak stage in the dataset GSE49036.

**Title:** Supplementary Data 4.

**Description:** The gene ontology terms enriched in the PD DEGs.

**Title:** Supplementary Data 5.

**Description:** Annotation of the MEGENA modules by enriched GO terms.

**Title:** Supplementary Data 6.

**Description:** The top 500 marker genes for each of the 6 major brain cell types.

**Title:** Supplementary Data 7.

**Description:** Functional annotation of the key regulators of the module M4 by their 2- layer network neighborhoods.

**Title:** Supplementary Data 8.

**Description:** Functional annotation of the PD GWAS genes by their 2-layer network neighborhoods.

**Title:** Supplementary Data 9.

**Description:** Enrichment of the PD DEGs in the 2-layer network neighborhoods of the PD GWAS genes.

**Title:** Supplementary Data 10.

**Description:** The genes in response to Stmn2 knockdown in the mouse SN.

**Title:** Supplementary Data 11.

**Description:** The STMN2-correlated genes in the combined dataset of PD patients.

**Title:** Supplementary Data 12.

**Description:** Conservation between the MEGENA and WGCNA modules.

# Supplementary material for: The landscape of multiscale transcriptomic networks and key regulators in Parkinson’s disease
**Source:** Nat Commun. 2019 Nov 20;10:5234. doi: 10.1038/s41467-019-13144-y
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Gene expression profiles were downloaded from GEO database ( <a href="https://www.ncbi.nlm.nih.gov/geo/">https://www.ncbi.nlm.nih.gov/geo/</a> ) and were listed in Supplementary Table 1. Accession number and links were provided in Data Availability Statement |
| Data analysis   | Data analysis was performed using R 3.3.2-3.4.3. Main packages used including MEGENA and RIMBANET, which were already published. Please see Code Availability Statement.                                                                                           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The human SN expression profiles are downloaded from the gene expression omnibus (GEO) (<https://www.ncbi.nlm.nih.gov/geo/>) with accession number GSE8397 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE8397>], GSE7621 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE7621>], GSE24378 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24378>], GSE20292 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20292>], GSE20141 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20141>], GSE20163 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20163>], GSE20164 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20164>], GSE49036 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49036>]. RNA-seq sequencing data from Stmn2-knockdown mouse brains are deposited to GEO with accession number GSE114840. The source data underlying Fig. 3A-C, 3E, Fig. 5B-F, Fig. 6A, 6C, Fig. 7B, 7C, 7F, 7H and supplementary Figure 4, 5C, 5E, 6A, 6B, 6D-G are provided as a Source Data file. All the other data are contained in the article and its supplementary information or available upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Sample size was chosen empirically.                                                                                                                                                      |
| Data exclusions | One sample from RNA sequencing was excluded because of low RNA integrity.<br>We excluded the neurons dying during pHluorin recording for endo- and exo-cytosis.<br>We also exclude data points defined as outliers in boxplot in R |
| Replication     | We tried different methods to reproduce our findings. For example, we used both western blot and RNAseq to confirm the knockdown efficiency of Stmn2 in vivo. We have biological replicates for each experiments.                  |
| Randomization   | Mice were randomized by random number generator into two groups.                                                                                                                                                                   |
| Blinding        | Mice were randomized by random number generator into two groups.                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used included Rabbit polyclonal anti-STMN2 (Invitrogen, CA, USA #720178; 1:1000 for western blot and 1:250 for immunostaining); Mouse monoclonal anti-beta-actin (Cell Signaling, MA, USA #3700; 1:5000 for western blot); Mouse monoclonal anti-TH and rabbit polyclonal anti-TH (Sigma-Aldrich, MO, USA T2928, T8700; 1:1000 for immunostaining); Rabbit monoclonal anti-cleaved caspase 3 (Cell Signaling, MA, USA #9579; 1:500 for immunostaining); Rat monoclonal anti-DAT (EMD-Millipore, MA, USA MAB369; 1:500 for immunostaining) and Chicken polyclonal anti-GFP tag (Life Technology, CA, USA A10262; 1:1000 for immunostaining); Rabbit monoclonal anti-Ser129 phosphorylated $\alpha$ -synuclein (Abcam, UK, #51253; 1:250 for immunostaining). |
| Validation      | The primary antibodies used are validated by the manufacturers with the validation and citation information provided on the corresponding websites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                    |
|---------------------|--------------------------------------------------------------------|
| Cell line source(s) | mouse neuroblastoma N2A cell line was originally from ATCC CCL-131 |
| Authentication      | The cell line was authenticated by ATCC                            |

|                                                                      |                                                                                                                |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | <div>The cell line was not tested for mycoplasma contamination</div>                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <div>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</div> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <div>2 month-old C57BL/6J male mice were purchased from Jackson Laboratory, ME, USA</div>                 |
| Wild animals            | <div>The study did not involve wild animals</div>                                                         |
| Field-collected samples | <div>The study did not involve field-collected samples</div>                                              |
| Ethics oversight        | <div>Institutional Animal Care and Use Committee (IACUC) in Icahn School of Medicine at Mount Sinai</div> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

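RNA sequencing libraries of the injected midbrain were analysed from 7 male C57BL/6J mice, 3 with scrambled shRNA and 4 with *Stmn2* shRNA, at 1 month after injection of AAV into the right SN. The authors extracted total RNA, had it depleted of ribosomal RNA and sequenced from both ends, checked the reads with FastQC and aligned them with STAR. For each mouse the authors deposited the raw counts of read pairs on each gene from STAR, for both strands together and for each strand alone, without normalization or filtering. Each mouse had its own counts and none were pooled. The paper's text does not name the STAR version, the genome build or the annotation. Whole-number values, totals per library, summary lines and repeated symbols were checked before any comparison, and the libraries were checked to be distinct (Pearson correlations of 0.953 to 0.989 between mice). Groups were taken from the sample labels, and all 7 libraries were used. The reporting summary states that an RNA sequencing sample was left out by the authors for low RNA integrity, without stating which sample it was.

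Between 25608314 and 34835260 read pairs were counted on genes per mouse. At this depth, a self-test on simulated counts with 200 changed genes in groups of the same sizes recovered 93.5% of the changed genes with the likelihood-ratio test, and 15.4% of its calls were false. The quasi-likelihood test recovered 90.0% with 4.26% false, and DESeq2 recovered 95.5% with 16.6% false. The simulated changes were larger than those of the sterol enzymes, *Gap43* and *Ralyl*, and were given only to genes with enough counts. The quasi-likelihood test called 0 genes in the deposited counts, so the simulated shares do not give the power for these data. With 3 mice against 4 there are 35 splits of the mice, so a two-sided exact permutation test cannot give a p below 0.0571.

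The counts of both strands were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the groups given, which left 18634 of 24411 genes. Libraries were normalized by TMM, dispersions were estimated with estimateDisp, and *Stmn2* shRNA was compared with scrambled shRNA by the likelihood-ratio test (glmFit and glmLRT) with Benjamini-Hochberg adjustment. This test was the main one because the paper names edgeR and Supplementary Data 10 lists likelihood-ratio statistics. A gene was called at an FDR under 0.05 and a fold change above 1.2 in either direction, as in the paper. Standard errors, CPM per mouse and exact permutation tests of log2 CPM accompany the genes named. Gene positions are those of GENCODE M21 on GRCm38, matched by symbol.

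Overlaps of called genes with gene lists were tested with one-sided Fisher's exact tests against all tested genes, with Benjamini-Hochberg adjustment over the 4 overlaps of the *STMN2*-correlated genes and over the 4 overlaps of the PD genes. Lists as a whole were tested with camera of limma 3.58.1 on log2 CPM, with its preset correlation between genes and with the correlation estimated from the data. *STMN2*-correlated genes, PD genes, GWAS genes and cell-type markers came from the supplementary data of the paper. For M4 and the *STMN2* neighborhood only the members printed there were used. Human symbols were matched to mouse symbols without regard to case, and no homolog table was used. The paper's annotation sets were not used here. The sterol enzymes and the immune and LXR lists were written out by hand, and Reactome sets from fgsea 1.28.0 served as alternatives.

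Genes are named in the text by a fixed rule. It covers every gene the paper's text names for this experiment, the labels of Fig. 4a as a group, and the 5 called genes with the largest rise and the 5 with the largest fall among those that separate the groups. It also covers members of the tested lists and, as controls of the libraries, dopaminergic markers. Some genes that the rule covers are not reported by name here.

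Alternatives were the quasi-likelihood test, DESeq2 1.42.0 (Wald test, no shrinkage, no independent filtering), DESeq2's size factors in the edgeR fit, and 3 other filters on low counts. These filters were CPM above 1 in at least 3 libraries, at least 10 counts in every library, and none. Further alternatives were each strand alone, the title number as a replicate block, each mouse left out in turn, other fold-change thresholds (none and 1.5), and for the overlaps another background. A covariate for reads outside genes and edgeR's older dispersion functions were added after seeing the data. All 35 splits of the mice were fitted as well, and 10000 random gene lists matched on expression, GC content and length were drawn with the seed 20191120. Behaviour, dopamine content, cell counts and synaptic measurements of the paper were not analysed here.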

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

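The tests of blood left in the tissue and the tests of the unmapped read pairs were chosen only after the result was seen.

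Of 85 measures examined for a mouse far from the others in the *Stmn2* shRNA group, 2 stood out, where 4.25 would by chance. *H2-M2* was at 0.71 log2 CPM in *Stmn2* shRNA mouse 3 and at 3.73, 3.34 and 3.52 in mice 1, 2 and 4, a gap of 0.871 of the whole range. *Fdft1* was at 5.71 in *Stmn2* shRNA mouse 1 and at 5.99, 6.04 and 6.01 in mice 2 to 4, also a gap of 0.871 of the range. With each mouse left out in turn, the log2 fold change stayed between 3.27 and 4.71 for *H2-M2* and between −0.73 and −0.61 for *Fdft1*. The number of such values is below that given by chance, and no technical or biological explanation was tested for them.

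B and plasma cell markers, which the paper's text does not discuss, had a mean log2 fold change of 2.27 over 19 genes, with 15 upregulated, 18 positive, and every *Stmn2* shRNA mouse above every scrambled shRNA mouse. The rise was compared with lists matched for expression level, GC content and length of the genes, and 0 of 10000 such lists had a mean as high, although genes of a list vary together, so this describes these 7 libraries only. Blood left in the tissue was tested with red blood cell and platelet markers, whose mean log2 fold change was 0.064. Only 3 of these markers had enough counts to be tested, so the rise cannot be told apart from blood left in the tissue. A response of plasma cells to the knockdown may be a further explanation, a hypothesis that rests on the same data in which the pattern was found.

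LXR target genes, a list of 16 genes that the paper does not discuss, had a mean log2 fold change of 0.56, with 12 positive and 5 upregulated (*Abca1*, *Apoe*, *Lpl*, *Pltp* and *Srebf1*), and every *Stmn2* shRNA mouse lay above every scrambled shRNA mouse. Lists matched for expression level, GC content and length of the genes gave a mean as high in 0 of 10000 draws. Genes of a list vary together, so this describes these libraries only. More microglial RNA was tested by leaving out cell-type markers, and the 14 LXR target genes that remained had a mean of 0.48, with 10 positive and 3 upregulated. The 2 genes left out, *Apoe* and *Pltp*, are astrocyte markers. Of the 16 genes 0 are microglial markers, so leaving markers out could not test for microglial RNA. Another division of the mice exchanges scrambled shRNA mouse 2 and *Stmn2* shRNA mouse 3. In it, microglial markers had a mean log2 fold change of 0.79, against 0.65 by the condition. The LXR target genes had one of 0.18 there, with 0 called up. These values argue against a rise of microglial RNA in general as the source of the LXR rise, but they rest on the exchange of these mice. Of the 41 microglial markers upregulated by the condition, only 10 were upregulated in that division too. RNA from microglia in the state found in the *Stmn2* shRNA mice therefore stays open as a source. More activity of LXR, a receptor for oxidized sterols, in the *Stmn2* shRNA mice may be a further explanation, a hypothesis found and tested on the same data, and the full separation of 3 mice from 4 has a two-sided exact permutation p of 0.0571.

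Unmapped read pairs, which the paper does not report, made up 19.1% in the *Stmn2* shRNA mice and 17.1% in the scrambled shRNA mice, higher in 4 of 4 *Stmn2* shRNA mice (two-sided exact permutation test, p = 0.0571, the smallest possible). Library size, as read pairs on genes, gave p = 0.857 between the groups in the exact permutation test, and the share of reads outside genes gave p = 0.514. A permutation test of 3 mice against 4 could not have passed the threshold for either, so the difference cannot be told apart from these explanations, and no biological explanation was tested.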

How the results depend on the processing

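The comparisons, the gene lists for the claims and the alternatives were chosen before the data were examined, except the covariate for reads outside genes and edgeR's older dispersion functions, which were chosen after seeing the data. For 15 results, the alternatives gave 275 values. Of these, 202 kept their direction and their side of the threshold or stayed within 1.5 times the count, 27 counts moved further, 16 values were weaker, 18 were stronger and 12 were reversed. The enrichments of the sterol enzymes and the microglial markers kept their direction and their side of the threshold in every alternative that gave a value. For 87 further single genes, which include the others named in the text, 1325 of 1562 values were unchanged in this sense, 204 were weaker, 29 stronger and 4 reversed. The reversed values were those of *Ebp*, from −0.12 to 0.0097 across the fits without one mouse and above 0 without scrambled shRNA replicate 2, and of *Stmn4*, from −0.056 to 0.15 across these fits and −0.055 with the replicate block. Where a result changed, the cause was not tested.

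With the edgeR quasi-likelihood test, 0 genes were upregulated, 0 were downregulated and 0 of the 10 GWAS genes were called, while 1399 genes rose and 1286 fell at an unadjusted p under 0.05. *Stmn2* stayed at −1.20 but was no longer called, and no fold enrichment could be computed because 0 genes were called. DESeq2's Wald test gave 420 upregulated and 200 downregulated genes and 8 GWAS genes. The *STMN2*-negative enrichment of 2.65 now passed the threshold, as did *Gap43* at −0.61 and *Ralyl* at −0.35, and the *STMN2* neighborhood changed from 0 to 4.66.

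The *STMN2*-negative enrichment also passed the threshold with DESeq2's size factors (2.22), without a filter on low counts (2.53) and with the second strand (2.39). M4 at 3.77 no longer passed with the second strand, and *Gap43* passed at −0.61 with the first strand.

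With the replicate block, 34 genes were upregulated, 1 was downregulated and 2 GWAS genes were called. *Stmn2* at −1.15 and the *STMN2*-positive enrichment of 15.0 no longer passed. The 1 downregulated gene is in the *STMN2*-positive list, so no larger overlap was possible and this enrichment could not have passed. M4 and the PD downregulated genes fell to 0, with 6 and 8 genes at an unadjusted p under 0.05, and *Basp1* changed sign to −0.048. The pairing is taken from the labels, and same-numbered mice had a mean correlation of −0.555. *Stmn2* shRNA mouse 2 has no partner and does not inform this fit's comparison, so lost calls can follow from the design alone.

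With the background of genes printed in Supplementary Data 1 to 12, the enrichment of STMN2-negative genes among upregulated genes became 0.612 and that of PD upregulated genes among upregulated genes 0.585, both below 1, and M4 at 2.81 and the PD downregulated genes at 1.70 no longer passed. This background holds the gene lists and, through Supplementary Data 10, most called genes, so fold enrichments are lower against it by design.

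With the covariate for reads outside genes, 536 genes were upregulated, 225 were downregulated and 9 GWAS genes were called. The *STMN2*-negative enrichment of 2.59 and that of the PD upregulated genes of 2.82 then passed, and the *STMN2* neighborhood changed to 8.28. With the older dispersion functions, 12 genes were downregulated, and M4 at 7.92 and the PD downregulated genes at 4.79 no longer passed.

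Across the 7 fits that each left out one mouse, upregulated genes ranged from 69 to 957 and downregulated genes from 8 to 61. The fold enrichment ranged from 157 to 579 for the sterol enzymes, 8.65 to 11.6 for the microglial markers, 4.25 to 7.70 for the STMN2-positive genes and 2.07 to 4.79 for the STMN2-negative genes, each of which passed the threshold in all 7. It ranged from 5.98 to 24.5 for M4, which passed in 4 of the 7, 0 to 15.7 for the *STMN2* neighborhood, 1.81 to 6.69 for the PD downregulated genes, which passed in 2 of the 7, and 1.91 to 3.16 for the PD upregulated genes, which passed in 1. The neighborhood left 0 only without scrambled shRNA replicate 2. Called GWAS genes ranged from 3 to 6. The log2 fold change ranged from −1.43 to −1.08 for *Stmn2*, −0.70 to −0.48 for *Gap43*, −0.39 to −0.30 for *Ralyl* and −0.054 to 0.099 for *Basp1*, whose sign reversed in 4 of the 7 fits.

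Depth had little effect on the calls, since thinning every library to the smallest left 94.1% of them. The exact permutation tests could not reach p < 0.05 with 3 mice against 4.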

Differences from the paper's values

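The paper states 527 upregulated genes, and 200 were called here. Of the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times the paper's count, at 420, and the others, from 0 with the quasi-likelihood test to 957 without scrambled shRNA replicate 2, did not. The covariate for reads outside genes, chosen after seeing the values, gave 536.

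The paper states 115 downregulated genes, and 21 were called here. None of the alternatives set before the data were examined came within 1.5 times the paper's count, with DESeq2's Wald test at 200 and the fits without one mouse at 8 to 61. Of those chosen after seeing the values, the covariate gave 225 and the older dispersion functions 12.

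For the genes positively correlated with *STMN2* among the downregulated genes, the paper's fold enrichment is 5.7, and the value here was 8.57. Within 1.5 times the paper's value were DESeq2's Wald test (6.37), DESeq2's size factors (7.50), CPM above 1 in at least 3 libraries (7.63), at least 10 counts in every library (7.28), the first strand (7.55), the second strand (7.74) and all 7 fits without one mouse (4.25 to 7.70). No filter on low counts (11.8), the replicate block (15.0) and the background of printed genes (2.65) were not. The older dispersion functions (7.50), chosen after seeing the values, were within 1.5 times and the covariate (3.40) was not. With the paper's own called genes from Supplementary Data 10 in place of those called here, a comparison chosen after seeing the values, the fold enrichment was 6.44.

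For M4 among the downregulated genes, the paper's fold enrichment is 2.0, and the value here was 9.05, from the printed part of the module only. As the printed genes are a part of the members, these values are not directly comparable. The background of genes printed in Supplementary Data 1 to 12 came within 1.5 times the paper's value, at 2.81, and none of the other alternatives set before the data were examined did. With the paper's own called genes, a comparison chosen after seeing the values, it was 8.34.

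For STMN2 neighborhood genes among downregulated genes, the paper's fold enrichment is 8.6, and the value here was 0 for the 20 genes printed, with 4 at an unadjusted p under 0.05. Only printed members, its synaptic signaling genes, were used, so these values are not directly comparable either. With 20 genes listed and 21 called down, an overlap of 0 was likely even at the paper's enrichment. The value of 0 therefore does not speak against the paper. None of the alternatives set before the data were examined came within 1.5 times the paper's value. The covariate gave 8.28 from 2 genes (one-sided Fisher's exact test, p = 0.0239) and the paper's own called genes gave 8.17 from 1 gene (p = 0.116), both chosen after seeing the values.

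The paper names 10 GWAS genes as changed, and 5 were called here, all 10 in the paper's direction. Of the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times, at 8, and the others did not. The covariate for reads outside genes, chosen after seeing the values, gave 9.

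Some statements of the paper about genes were not matched at the same thresholds. The paper states that *Gap43* and *Ralyl* decreased, and here their log2 fold changes of −0.60 and −0.34 had adjusted p of 0.0802 and 0.206. The paper names *Ctsb*, *Fndc3b*, *Ppfibp1*, *Col5a2* and *Syt4* as changed, and here their adjusted p ranged from 0.106 to 0.294. The paper reports an overlap of the genes negatively correlated with *STMN2* and the upregulated genes, and here it had an adjusted p of 0.0599.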

Other observations

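The tests of the share of reads outside genes, myelinating cells, neuronal RNA, the piece of midbrain dissected, the strength of the knockdown, a mislabelled sample, the interferon or T cell response, further libraries and another dispersion were chosen only after the result was seen.

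The 7 mice can be divided into groups of 3 and 4 in 35 ways, and 8 of these splits part the same 3 same-numbered pairs as the real one. Counting the real split, 2 of the 8 gave at least 200 upregulated genes and 4 gave at least 21 downregulated genes. For sterol biosynthesis enzymes called down and for the GWAS genes called in the paper's direction, 1 of the 8, the real split, gave as many. As many microglial markers called up were given by 2, as many STMN2-positive genes called down by 2, and as many STMN2-negative genes called up by 2. As many M4 genes called down were given by 3, as many PD downregulated genes called down by 2, and as many PD upregulated genes called up by 2. For the STMN2 neighborhood genes called down, the real split gave 0 (4 at an unadjusted p under 0.05). All 8 gave as many, which a count of 0 makes certain, so this comparison tests nothing. With 8 splits the share is never under 0.125, so these shares could not rule out a chance division of the mice for any result. No conclusion is drawn from them. The largest count in any other of the 35 splits was 0 for the sterol enzymes, against 8 in the real split. For the GWAS genes it was 0, against 5 in the real split. The paper named these GWAS genes, and reported the sterol genes, from this same contrast of mice. Both comparisons therefore favour the real split by the choice of the lists. Of all 35 splits, 2 gave as many upregulated genes and 6 as many downregulated genes, and for the sterol enzymes and the GWAS genes 1 of the 35, the real split, gave as many; the other 27 leave at least one same-numbered pair within a group.

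Other explanations of the number of called genes were tested. Library size was tested by thinning every library to the smallest, which left 94.1% of the called genes called. With the share of reads outside genes as a covariate, 761 genes were called, more than without it. GC content correlated with the fold changes as strongly in 13 of the 35 splits, and gene length did so in 16. Whether same-numbered mice vary together was tested by the mean correlation of their deviations, which was −0.555, and 24 of the 24 possible pairings gave a value as high, so these mice did not vary together. With the title number as a block 35 genes were called in place of 221, and the cause of this drop was not tested. *Stmn2* shRNA mouse 2 alone holds number 70, so it does not inform the comparison in that fit. The block also leaves fewer residual degrees of freedom, so fewer calls can follow from the design alone. None of the explanations tested in this paragraph accounted for the number of called genes.

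The other split with more upregulated genes than the real one exchanges the mice numbered 71, scrambled shRNA mouse 2 and *Stmn2* shRNA mouse 3. It gave 873 upregulated and 8 downregulated genes, and 21 of the 873 are also upregulated by the condition. A mislabelled sample was tested with *Stmn2* itself, which was 1.17 higher on the log2 scale in scrambled shRNA mouse 2 than in *Stmn2* shRNA mouse 3, as the labels of these mice state. An interferon or T cell response that differs between mice of either group was tested with 30 genes, of which 27 were upregulated in that split, while 0 sterol biosynthesis enzymes and 0 LXR target genes were called. Such a response, unrelated to the condition in these mice, may underlie this split, a hypothesis found and tested on the same data. In that split 128 microglial markers were upregulated, against 41 by the condition, and 10 were upregulated in both.

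The fall of the sterol biosynthesis enzymes had a mean log2 fold change of −0.48. Against lists matched for expression level, GC content and length of the genes, 0 of 10000 had a mean as low. The enzymes vary together, so this describes these libraries only. Loss of myelinating cells from the libraries was tested with myelin and oligodendrocyte markers, whose mean log2 fold change was 0.036, and loss of neuronal RNA with neuronal markers, whose mean was −0.20. Pan-neuronal markers, which include *Stmn2*, the target of the shRNA, had a mean of −0.37 and a median of −0.31. Of these, 15 of 15 were negative and 8 were at an unadjusted p under 0.05. Dopaminergic neuron markers, with a mean of −0.68, fell more than the enzymes, and the neuronal and pan-neuronal lists fell less. By these list means the fall cannot be told apart from loss of neuronal RNA. In *Stmn2* shRNA mouse 3, dopaminergic markers were at 4.01 mean log2 CPM, within the 3.55 to 4.41 of the scrambled shRNA mice. Its enzymes were at 5.26, below the 5.67 to 5.77 of those mice. The other *Stmn2* shRNA mice were below the scrambled shRNA range in both lists. With the rise of LXR target genes, a load of sterols in the tissue that lowers SREBP2 activity and raises that of LXR might be a further explanation. This is a hypothesis from the same data, and 8 comparable splits are too few to test it against a chance division of the mice.

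The 12 STMN2-positive genes called down were compared with lists matched for expression level, GC content and length of the genes, and 0 of 10000 lists had as many. Genes of the list vary together, so this describes these 7 libraries only. Another split that parts the same 3 pairs of mice gave 14 such genes called down. Loss of neuronal RNA was tested by leaving the neuronal markers out of the list, which left a fold enrichment of 7.40 and 9 downregulated genes. Of these 9, 5 are sterol genes. Leaving out listed markers does not take every neuronal gene out of the list, so by this test the overlap cannot be told apart from loss of neuronal RNA. The paper does not report either test.

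Dopaminergic transcripts varied among the *Stmn2* shRNA mice. *Th* had a log2 fold change of −1.28 (standard error 0.60, adjusted p = 0.436) and *Slc6a3* one of −1.75 (standard error 0.90, adjusted p = 0.522), and 16 of 17 dopaminergic markers were lower in the *Stmn2* shRNA mice, with a mean of −0.68; 0 were called and 3 fell at an unadjusted p under 0.05. The piece of midbrain dissected was tested with serotonergic raphe markers, whose list mean correlated with that of the dopaminergic markers over the 7 mice at r = 0.805 (permutation p = 0.0448, adjusted 0.0448) and rho = 0.893 (permutation p = 0.0123, adjusted 0.0246). Without the 2 mice farthest from the median, r was 0.949. The dopaminergic list includes *Ddc*, *Slc18a2* and *Gch1*, which serotonergic neurons use as well. Part of this correlation may thus be built into the lists, so it cannot settle the piece of midbrain dissected. The labels give no batch, and a title number holds at most 2 mice, so no value within batches can be given. Strength of the knockdown was tested over the 6 pairs of *Stmn2* shRNA mice, and in 4 of the 6 the mouse with less *Stmn2* also had lower dopaminergic markers. With 4 mice, the spread cannot be told apart from a dependence on the strength of the knockdown, and it may also reflect the piece of midbrain dissected. By cell counts, the paper reports fewer TH+ neurons in the SNc and VTA after the knockdown. A loss of these neurons that differs between mice was not tested here and stays open as well.

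Pituitary hormone transcripts were high in scrambled shRNA mouse 3 and *Stmn2* shRNA mouse 1, at 5.94 and 3.80 mean log2 CPM, and between −1.24 and 0.67 in the other mice. Pituitary tissue in the dissected piece was tested with other pituitary markers, which correlated with the hormone genes over the 7 mice at r = 0.941 (permutation p = 0.00754, adjusted 0.0151) and rho = 0.786 (permutation p = 0.0480, adjusted 0.0480). Without the 2 mice farthest from the median, r was 0.790, and no value within batches can be given. These are the 2 relations computed over mice. Pituitary tissue in the dissected piece is a candidate explanation, found in a mouse of each group.

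Cerebellar Purkinje cell markers ranged from 2.36 to 7.11 mean log2 CPM across the mice of both groups, and no explanation was tested.

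The average expression that Supplementary Data 10 lists differed from that of the deposited libraries by a median of 0.25 on the log2 scale. Further libraries at the control level in the paper's fit were tested by adding copies of the control level, 11 of them, a number chosen on the upregulated genes. For the downregulated genes the median difference went from 0.11 to 0.0411, and it was smallest, at 0.0285, with 8 copies. Another dispersion in the average left a median difference of 0.247. Copies of the control level leave the log2 fold changes as they are, which further mice need not do, and these differed from the listed ones by a median of 0.014, so the listed averages remain unexplained.

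One entry in the gene column of Supplementary Data 10 is a date. A septin symbol turned into a date by spreadsheet software was tested with *Sept6*, whose log2 fold change here was −0.31 against the paper's −0.30 for that entry, an absolute difference of 0.0137. Over the matched genes, the 95th percentile of the difference from the paper's value was 0.0209, and of the 13 septin genes tested only *Sept6* was as close, so this entry may be *Sept6*. In all, 4 entries of that table lie below the 1.2-fold change, the smallest at 0.24 on the log2 scale.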
